# Prrx1b restricts fibrosis and promotes Nrg1-dependent cardiomyocyte proliferation during zebrafish heart regeneration

**DOI:** 10.1242/dev.198937

**Published:** 2021-10-04

**Authors:** Dennis E. M. de Bakker, Mara Bouwman, Esther Dronkers, Filipa C. Simões, Paul R. Riley, Marie-José Goumans, Anke M. Smits, Jeroen Bakkers

**Keywords:** Prrx1, Neuregulin, Zebrafish, Heart regeneration, Fibrosis, Fibroblasts

## Abstract

Fibroblasts are activated to repair the heart following injury. Fibroblast activation in the mammalian heart leads to a permanent fibrotic scar that impairs cardiac function. In other organisms, such as zebrafish, cardiac injury is followed by transient fibrosis and scar-free regeneration. The mechanisms that drive scarring versus scar-free regeneration are not well understood. Here, we show that the homeobox-containing transcription factor Prrx1b is required for scar-free regeneration of the zebrafish heart as the loss of Prrx1b results in excessive fibrosis and impaired cardiomyocyte proliferation. Through lineage tracing and single-cell RNA sequencing, we find that Prrx1b is activated in epicardial-derived cells where it restricts TGFβ ligand expression and collagen production. Furthermore, through combined *in vitro* experiments in human fetal epicardial-derived cells and *in vivo* rescue experiments in zebrafish, we conclude that Prrx1 stimulates Nrg1 expression and promotes cardiomyocyte proliferation. Collectively, these results indicate that Prrx1 is a key transcription factor that balances fibrosis and regeneration in the injured zebrafish heart.

This article has an associated ‘The people behind the papers’ interview.

## Abstract (precis)

**Summary:** Epicardial-expressed Prrx1 ensures a balance between the fibrotic response and myocardial regeneration post-injury in zebrafish.

## INTRODUCTION

The regenerative capacity of damaged organs and body parts differs widely within the animal kingdom, which is particularly true for the heart (Nguyen et al., 2021; Poss, 2010). Indeed, whereas zebrafish display robust regeneration after heart injury, the wound response in mammalian hearts does not include replenishment of the lost myocardium. Instead, the affected myocardium is permanently lost and replaced by a fibrotic scar, which does not contribute to cardiac contraction resulting in reduced cardiac output.

The fibrotic scar is formed by cardiac fibroblasts that become activated to produce large amounts of extracellular matrix (ECM) components, such as collagens. Cardiac fibroblasts mainly originate from the embryonic epicardium, which consists of a heterogeneous population of epithelial cells that cover the heart (Acharya et al., 2012; Cao et al., 2016; Gittenberger-de Groot et al., 1998; Hortells et al., 2020; Travers et al., 2016; Weinberger et al., 2020). During embryonic heart development, a subset of epicardial cells undergoes an epithelial-to-mesenchymal transition (EMT) and migrates into the cardiac wall to give rise to a variety of cell types, which are commonly referred to as epicardial-derived cells (EPDCs) and include predominantly cardiac fibroblasts and vascular support cells (Cao and Poss, 2018).

In contrast to mammals, adult zebrafish can fully regenerate their heart after resection or cryoinjury of 20-30% of the ventricle (Chablais et al., 2011; González-Rosa et al., 2011; Poss et al., 2002; Schnabel et al., 2011), as a result of reactivation of proliferation in border zone cardiomyocytes (Jopling et al., 2010; Kikuchi et al., 2010; Wu et al., 2015). One of the first responses upon injury is the activation of a developmental gene expression programme in the epicardium, at 1-2 days after the injury (Lepilina et al., 2006). This response becomes confined to the injury area as the epicardium is regenerated, which completely surrounds the injury area between 3 and 7 days post-injury (dpi) (Kikuchi et al., 2011; Lepilina et al., 2006). The epicardium is essential for the regeneration process as ablating *tcf21*-expressing epicardial cells from the injured zebrafish heart impairs cardiomyocyte proliferation and regeneration (Wang et al., 2015). Similar to observations in the mammalian heart, lineage tracing of *wt1b-* and *tcf21*-expressing cells in zebrafish revealed that the embryonic epicardium gives rise to EPDCs, such as cardiac fibroblasts and vascular support cells (González-Rosa et al., 2012; Kikuchi et al., 2011; Sánchez-iranzo et al., 2018). Upon injury, EPDCs secrete signals guiding regeneration such as TGFβ ligands, platelet derived growth factor, cytokines, such as Cxcl12, and mitogenic factors, such as Nrg1 (Chablais and Jaźwińska, 2012; Gemberling et al., 2015; Itou et al., 2012; Kim et al., 2010). In addition, EPDCs also contribute to fibrosis by producing ECM components, such as collagen (Sánchez-iranzo et al., 2018). Fibrosis in the zebrafish heart is transient and regresses as regeneration proceeds, which coincides with the inactivation of cardiac fibroblasts, ultimately resulting in a scar-free heart (Chablais et al., 2011; Sánchez-iranzo et al., 2018). Although EPDCs play important roles during fibrosis and pro-regenerative signalling, the molecular mechanism regulating these processes remains largely unknown.

The paired related homeobox 1 (Prrx1) gene encodes a transcription factor and its expression correlates with scar-free wound healing and limb regeneration (Satoh et al., 2010; Stelnicki et al., 1998; Yokoyama et al., 2011). Although its function has been studied during embryonic development, its role during wound healing or regeneration remains largely unknown. Here, we find that Prrx1b expression is induced in the epicardium and EPDCs during zebrafish heart regeneration and we show that Prrx1b is required for scar-free regeneration. By single-cell RNA sequencing of EPDCs, we identified that loss of *prrx1b* results in an excess of pro-fibrotic fibroblasts and fibrosis. Furthermore, we find that Prrx1b is necessary for the induction of *nrg1* signalling, which we confirmed in an *in vitro* system of human fetal EPDCs. Altogether, our data indicate that Prrx1b regulates zebrafish heart regeneration by maintaining the balance between the fibrotic and regenerative responses after heart injury.

## RESULTS

### *prrx1b* is required for zebrafish cardiomyocyte proliferation and heart regeneration

In order to address a potential role for Prrx1 in heart regeneration, we utilized *prrx1a*^−/−^ and *prrx1b*^−/−^ adult fish, which harbour nonsense mutations upstream of the conserved DNA-binding domain (Barske et al., 2016). Both *prrx1a*^−/−^ and *prrx1b*^−/−^ display no developmental defects owing to redundant gene functions and only *prrx1a*^−/−^*;prrx1b*^−/−^ embryos display craniofacial defects (Barske et al., 2016). We subjected adult *prrx1a*^−/−^ and *prrx1b*^−/−^ fish to cardiac cryoinjury and analysed scar sizes at 30 dpi. Although we observed comparable scar sizes in wild-type and *prrx1a*^−/−^ hearts, scar sizes were significantly larger in *prrx1b*^−/−^ hearts compared with their control siblings (Fig. 1A,B, Fig. S1A). This difference in scar size was still apparent at 90 dpi, when wild-type hearts had completely resolved their scars (12/12) whereas the majority of *prrx1b*^−/−^ hearts (4/7) had not (Fig. 1C). Because myocardial regeneration is achieved through proliferation of the surviving cardiomyocytes at the injury border zone, we investigated cardiomyocyte proliferation in the *prrx1a*^−/−^ and *prrx1b*^−/−^ hearts. Indeed, *prrx1b*^−/−^ hearts showed a significant reduction in border zone cardiomyocyte proliferation at 7 dpi whereas no significant differences were observed in *prrx1a*^−/−^ hearts (Fig. 1D,E, Fig. S1B,C). From these results, we conclude that *prrx1b*, but not *prrx1a*, is required for zebrafish cardiomyocyte proliferation and heart regeneration.

**Fig. 1.**
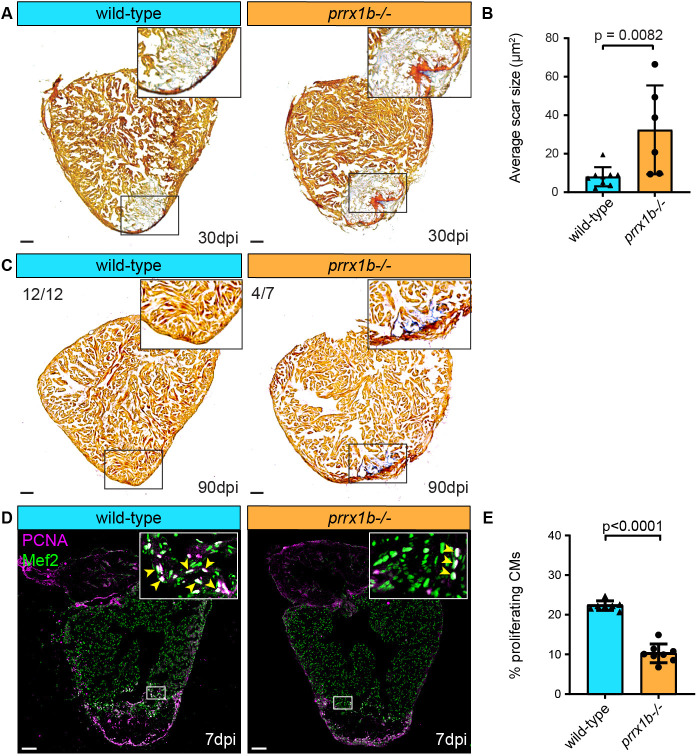
**Heart regeneration and border zone cardiomyocyte proliferation is impaired in *prrx1b*^−/−^ zebrafish.** (A) AFOG staining on 30 dpi wild-type and *prrx1b*^−/−^ heart sections showing fibrin in red, collagen in blue and remaining muscle tissue in orange. Scale bars: 100 μm. (B) Quantification of the remaining scar size at 30 dpi in *prrx1b*^−/−^ hearts (*n*=6) and wild-type sibling hearts (*n*=9) (mean±s.d., *P*=0.0082, unpaired *t*-test). (C) AFOG staining on sections of 90 dpi hearts. Scars were completely resolved in wild-type hearts (*n*=12), whereas incomplete scar resolution was observed in *prrx1b*^−/−^ four out of seven hearts. Scale bars: 100 μm. (D) Immunofluorescence staining on 7 dpi wild-type and *prrx1b*^−/−^ heart sections using an anti-Mef2 antibody as a marker for cardiomyocyte nuclei, and an anti-PCNA antibody as a nuclear proliferation marker. Insets show higher magnifications of the boxed areas. Arrowheads indicate proliferating cardiomyocytes. Scale bars: 100 μm (main panels); 10 μm (insets). (E) Quantification of the percentage of proliferating (PCNA^+^) border zone cardiomyocytes in *prrx1b*^−/−^ hearts (*n*=8) and wild-type sibling hearts (*n*=7) (mean±s.d., *P*<0.0001, unpaired *t*-test).

### Prrx1 is expressed in epicardial and epicardial-derived cells

To address how Prrx1b could function during zebrafish heart regeneration, we investigated the spatial distribution of Prrx1b expression. By mRNA *in situ* hybridization (ISH) we observed only a very weak signal for *prrx1b* on sections of 7 dpi hearts with some signal in the (sub)epicardium close to the border zone and some signal in the injury area (Fig. S2A). As these weak signals were difficult to interpret, we instead used an antibody raised against the N terminus of the axolotl Prrx1 protein that recognizes zebrafish Prrx1 (Gerber et al., 2018; Ocaña et al., 2017). Prrx1 protein was mainly detected in (sub)epicardial cells covering the injury area and some sparse cells within the injury (Fig. S2B). Importantly, we could validate that the Prrx1 antibody recognizes the zebrafish Prrx1b protein as injured *prrx1b*^−/−^ hearts showed a near lack of the signal (Fig. S2B,C). In addition, Prrx1 protein was nearly undetectable in uninjured zebrafish hearts (Fig. S2D), together indicating that Prrx1 protein expression is induced upon heart injury and at 7 dpi localizes in cells covering and within the injury area.

As this localization of Prrx1 suggested a possible expression in EPDCs, we used the *Tg(tcf21:CreERT2)* line, which marks a subset of EPDCs when crossed with the ubiquitous reporter *Tg(ubi:loxP-EGFP-loxP-mCherry)* and recombined during embryonic heart development (Kikuchi et al., 2011). Hearts from embryonic recombined *Tg(tcf21:CreERT2; ubi:loxP-EGFP-loxP-mCherry)* fish were cryo-injured, extracted at different time points and analysed for Prrx1 and mCherry expression (Fig. 2A-F). At 1 dpi, we observed a strong expression of Prrx1 in the entire intact epicardium (Fig. 2B), coinciding with the previously reported ventricle-wide injury response of the epicardium (Lepilina et al., 2006). At 3 dpi and 7 dpi, we started to observe double-labelled mCherry^+^ and Prrx1^+^ cells around and in the injury area whereas Prrx1 expression became less dense in the remote ventricle (Fig. 2C,D,H). Interestingly, from 1 to 7 dpi we observed an accumulation of mCherry/Prrx1^+^ cells in the regions where the (sub)epicardium is close to the border between injured and uninjured myocardium (the so-called border zone, BZ), which we refer to as the BZ epicardium (Fig. 2B-D,H). At 14 dpi, we observed the majority of Prrx1 expression in and around the injury area (Fig. 2E,H). At 30 dpi, only a few mCherry/Prrx1^+^ cells were detected, of which the majority was located at the apex and inside the remaining injury area (Fig. 2F,H). Importantly, although at all time points Prrx1 was mostly found in mCherry^+^ cells, not all mCherry^+^ cells were Prrx1^+^ and vice versa, confirming the previously reported heterogeneity of the epicardium and EPDCs (González-Rosa et al., 2012). To address whether other epicardial subpopulations express Prrx1, we analysed Prrx1 expression in *Tg(tbx18:myr-eGFP)* and *Tg(wt1b:H2B-Dendra2)* hearts. Indeed, we observed that Prrx1 is co-expressed with *tbx18* and *wt1b* (Fig. S3). Taken together, these results indicate that upon cardiac injury Prrx1 expression is induced in *tcf21^+^*, *tbx18^+^* and *wt1^+^* epicardial subpopulations. Prrx1 expression starts in the epicardium covering the remote myocardium, after which it becomes more restricted to the injury epicardium followed by expression in EPDCs localized in the injury area at later stages.

**Fig. 2.**
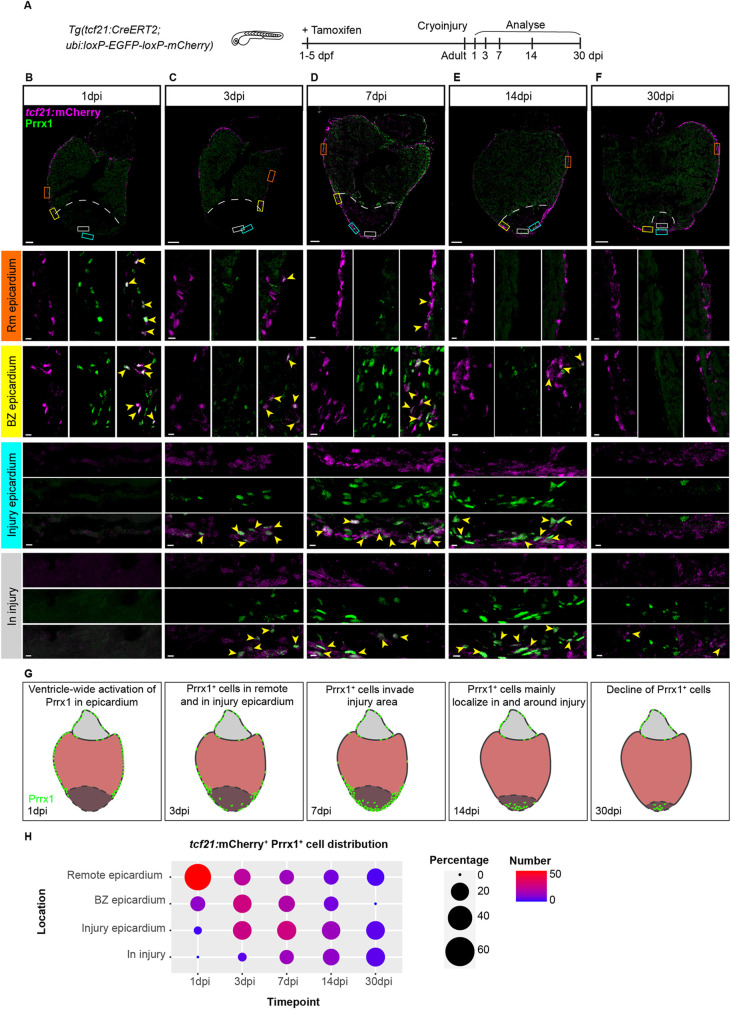
**Prrx1 is expressed in the epicardium/EPDCs and follows epicardial dynamics post-injury.** (A) Schematic illustrating the experimental procedures. (B-F) Immunofluorescence staining on 1, 3, 7, 14 and 30 dpi *tcf21:*mCherry^+^ wild-type heart sections staining Prrx1 (green) and mCherry (magenta). Areas in the coloured boxes are shown at higher magnification below. Arrowheads indicate *tcf21*:mCherry^+^/Prrx1^+^ cells. Scale bars: 100 μm (low-magnification images); 10 μm (high-magnification images). BZ epicardium, border zone epicardium; Rm epicardium, remote epicardium. Six hearts analysed per condition. Dashed line indicates the border between myocardium and injury area. (G) Schematic of Prrx1 dynamics upon injury. Prrx1^+^ cells are in green. Dark colour at the apex represents the injury area. (H) Quantification of the distribution of *tcf21:*mCherry^+^/Prrx1^+^ cells per time point. Size of the dots represents the percentage of *tcf21:*mCherry^+^/Prrx1^+^ cells and absolute count number is visualized by a colour gradient.

### Proliferation and invasion of epicardial cells is unaffected in *prrx1b^−/−^* hearts

Because cardiac injury induces the proliferation of epicardial cells (Lepilina et al., 2006) and Prrx1b is expressed in this cell type, we decided to investigate whether *prrx1b* plays a role in epicardial cell proliferation. To do so, we used the *Tg(tcf21:CreERT2; ubi:loxP-EGFP-loxP-mCherry)* line to identify epicardial cells in wild-type and *prrx1b*^−/−^ hearts and used PCNA expression to identify proliferating cells (Fig. S4A,B). We observed that the number of PCNA-expressing epicardial cells was highest at 1 and 3 dpi, after which their number dropped to significantly lower amounts at 30 dpi, which is in line with previous reports (Lepilina et al., 2006). We found no indication of an epicardial proliferation defect in *prrx1b^−/−^* hearts, as no significant differences were observed in the number of PCNA-expressing epicardial cells at any of the examined time points (Fig. S4B).

Furthermore, we wondered whether *prrx1b* could play a role during the invasion of EPDCs into the injury area. To quantify this, we determined the contribution of *tcf21*:mCherry^+^ surface area found within the injury area as a proportion of the total *tcf21*:mCherry^+^ surface area found in and around the injury area (Fig. S4C). We used this percentage as a measure of invasion efficiency of the EPDCs. At all time points, except for 3 dpi, there was no significant difference in the percentage of mCherry^+^ cells inside the injury between the wild-type and *prrx1b^−/−^* hearts. At 3 dpi, the percentage of mCherry^+^ cells invading the injury area was significantly lower in the *prrx1b^−/−^* hearts, but this was mitigated from 7 dpi onwards.

Taken together, we did not find evidence suggesting a profound role for Prrx1 in epicardial proliferation or EMT. Although the incomplete labelling of *tcf21*^+^ cells resulted in substantial variation in the collected data, potentially masking a subtle difference between wild-type and *prrx1b^−/−^* hearts, we conclude that Prrx1 is largely dispensable for proliferation and invasion into the injury area of epicardial and epicardial-derived cells.

### Characterization of EPDCs in the regenerating heart by single-cell sequencing

Next, we wanted to identify which processes are regulated by Prrx1b in EPDCs that could explain the impaired regenerative response observed in the *prrx1b*^−/−^ hearts. Given that the epicardium and EPDCs are formed by heterogenous cell populations, we decided to take a single-cell RNA sequencing (scRNAseq) approach to characterize these cells within the context of heart regeneration. First, we isolated ventricles from recombined *Tg(tcf21:CreERT2; ubi:loxP-EGFP-loxP-mCherry)* wild-type sibling or *prrx1b^−/−^* fish at 7 dpi and identified the mCherry^+^ cells by fluorescence-activated cell sorting (FACS) (Fig. S5A-C). Next, we performed scRNAseq using the SORT-seq (Sorting and Robot-assisted Transcriptome Sequencing) platform on the isolated single cells (Muraro et al., 2016) (Fig. 3A,B). 

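SORT-seq places a single sorted cell in each well of a plate, and the primer in that well attaches a well barcode and a random molecular barcode to every transcript, so that copies made during amplification are counted once. The data re-analysed here are the 4 plates of this experiment, 2 with wild-type and 2 with *prrx1b*-/- cells at 7 dpi, with 384 wells each. The methods name 20 hearts per genotype and no separate hearts for each plate, so the plates are taken as samples of 1 set of hearts, and a test between genotypes compares these sets rather than separate fish. The authors mapped the reads to Zv9 and deposited, for each gene and well, an expected count of transcripts, without any scaling for depth. Each value is the number of different molecular barcodes, corrected for transcripts that drew the same barcode. All 3129665 values above 0 matched this correction for 4096 possible barcodes, which are 6 random bases, within 0.006. The correction added 1.27% to the total number of transcripts. After wells with fewer than 1000 transcripts were left out, the wild-type plates held 2914680 and 2628354 transcripts and the mutant plates 3773059 and 3458835. The median per cell was 6055 and 5065 in the wild-type plates and 7654 and 7543 in the mutant plates. Transcripts were summed over the cells of a plate and rounded, and the genotypes were compared with edgeR's quasi-likelihood test, with TMM scaling and Benjamini-Hochberg adjusted p values. Levels are given as CPM, transcripts of a gene scaled to the same total in every plate or cluster. Genes were named through a table of gene IDs, which gives several zebrafish genes a symbol in the mammalian style, and 16194 of the 20905 genes with a count had a symbol. Intervals are exact Clopper-Pearson 95% intervals and cover counting error only.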

We analysed over 1400 cells with >1000 reads per cell using the RaceID3 algorithm, which resulted in the identification of ten cell clusters grouped based on their transcriptomic features (Fig. 3C,D, Table S1).

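For the re-analysis, the 1453 cells with at least 1000 transcripts were grouped into 10 clusters by k-medoids on 1 − Pearson correlation, over 1343 variable genes, after the 20 noisiest genes, the mitochondrially encoded genes and the spike-ins were left out. RaceID3 itself, with its outlier step, was not run, so the clusters are referred to by their number of cells and not by the numbers in Fig. 3. Their sizes were 324, 200, 184, 179, 144, 132, 85, 71, 69 and 65 cells. A cluster was named after the class whose markers had the highest mean z score there, if at least 3 of them were raised and no other class had more markers among the 10 leading genes. Markers of the remote epicardium named the clusters of 179, 85 and 65 cells, and markers of the injury epicardium named the cluster of 184 cells. Fibroblast markers named the clusters of 132, 71 and 69 cells, although none of them was among the 10 leading genes of the cluster of 132 cells. That cluster was led by the haemoglobin gene HBE1, which is not on the list of erythrocyte markers. The remaining 668 cells, in the clusters of 324, 200 and 144 cells, were given no name. Within the named clusters, the genes furthest above the other clusters were often outside the marker lists. In the remote epicardium-like cluster of 85 cells these were the heat shock genes *hsp70l*, HSPB1 and HSPH1, and in that of 65 cells the immediate early genes FOS, *egr2a* and *egr1*. They were *ifi44a8* besides HBE1 in the fibroblast-like cluster of 132 cells, *mgp*, MYOC and *hapln1a* in that of 69 cells, and COL11A1, CILP2 and *col11a1b* in that of 71 cells. Among the unnamed clusters, they were *apoeb*, RGS5 and MYL7 in that of 324 cells and *acta2* and ACTC1 in that of 144 cells.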

**Fig. 3.**
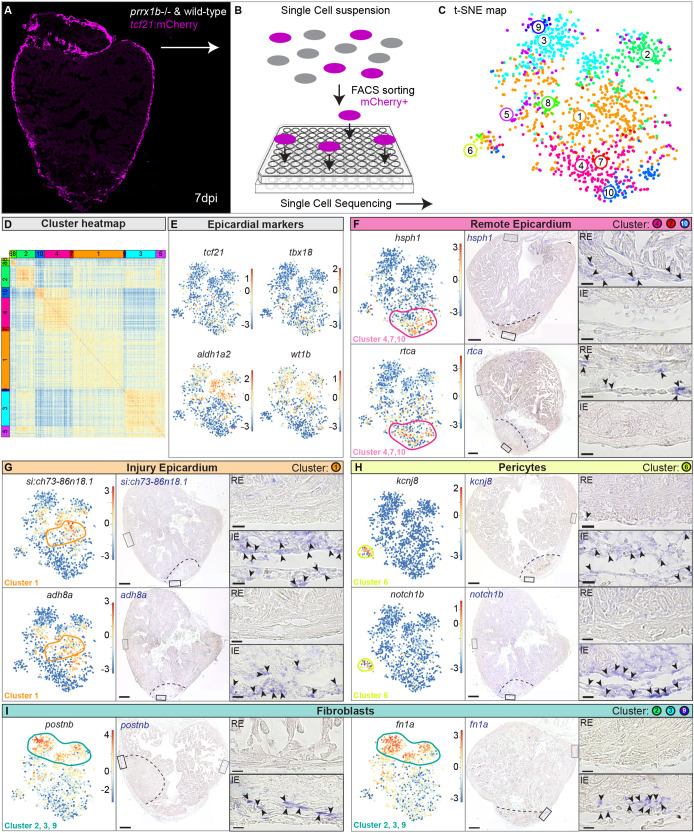
**Single-cell sequencing identifies epicardial-derived cell populations in the injured zebrafish heart.** (A,B) Workflow of the isolation (A) and sorting (B) of *tcf21:*mCherry^+^ cells in wild-type and *prrx1b*^−/−^ hearts at 7 dpi. (C,D) tSNE plotting of the data results in ten transcriptionally distinct clusters (C), as also indicated by the heatmap (D). (E) tSNE maps visualizing log2-transformed read-counts for *tcf21*, *tbx18*, *aldh1a2* and *wt1b*. (F-I) Characterization of the different cell clusters. Left: Panels show tSNE maps visualizing log2-transformed read-counts for genes with high expression in the indicated cluster (circled). Middle: *In situ* hybridization for the cluster-enriched genes in wild-type hearts at 7 dpi. Dashed line indicates injury border. Scale bars: 100 μm. Right: Magnifications of the boxed regions in remote (RE) and injury epicardium (IE) with arrowheads pointing to cells with high expression. Scale bars:10 μm. Three hearts analysed per condition. Gene lists are provided in Table S1.

To confirm that the sorting strategy worked, we plotted the expression of the epicardial markers *tcf21*, *tbx18*, *aldh1a2* and *wt1b* and observed that most cells express at least one of these albeit in different patterns (Fig. 3E). These differences in *tcf21*, *tbx18*, *aldh1a2* and *wt1b* expression confirm the previously observed heterogeneity of epicardial cells and EPDCs (Cao et al., 2016; Weinberger et al., 2020). 

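At least 1 transcript of *tcf21* (TCF21 in the name table, ENSDARG00000036869), *tbx18* (TBX18, ENSDARG00000036930), *aldh1a2* (ALDH1A2, ENSDARG00000053493) or *wt1b* (ENSDARG00000007990) was found in 1269 of the 1453 cells. This is 87.3% of the cells (95% interval 85.5 to 89.0%). The share was 86.8% and 85.99% in the wild-type plates and 88.3% in each mutant plate, a mean of 87.3% ± 1.12 (SD, n = 4 plates). Taken singly, *tcf21* was found in 39.5% of the cells, *tbx18* in 36.7%, *aldh1a2* in 55.2% and *wt1b* in 56.9%. These shares rise with the number of transcripts per cell. When each cell was thinned at random to 1000 transcripts, the setting that moved the share most, 51.7% of the cells kept a transcript of at least 1 of the 4 genes.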

Unfortunately, *prrx1b* expression was too low to correlate it to any of the clusters (Fig. S6). 

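The name table gives the symbol PRRX1 to 2 genes, and which of them is *prrx1b* could not be read from it. PRRX1 with the ID ENSDARG00000033971 had 1506 transcripts over all plates and was found in 614 of the 1453 cells, or 42.3% (95% interval 39.7 to 44.9%). Its level was 117 and 122 CPM in the wild-type plates and 97.02 and 138 CPM in the mutant plates. The log2 fold change of mutant over wild type was −0.01 (standard error 0.18, adjusted p = 0.984, edgeR's quasi-likelihood test). The other gene, ENSDARG00000042027, had 34 transcripts in 26 cells, or 1.79% of the cells, which is too few to set 1 cluster apart from another. The paper found *prrx1b* too low to relate to any cluster, but it placed *kcnj8*, which had 366 transcripts here. This points to ENSDARG00000042027 as *prrx1b*, although the name table does not settle it. The transcript counts do not show whether a transcript carries the mutation, so they do not check the genotype of a plate.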

To identify different cell types, we selected marker genes for known cell types and analysed their expression in the various clusters. 

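In the clusters of 85, 65 and 179 cells, TCF21 reached 176, 175 and 158 CPM and TBX18 232, 179 and 132 CPM, summed over the cells of a cluster from all plates. In the other 7 clusters, TCF21 lay between 54.3 and 133 CPM and TBX18 between 53.7 and 113 CPM. ALDH1A2 was at 138, 80.4 and 123 CPM in these 3 clusters and between 534 and 852 CPM in the others. The level of *wt1b* was 83.7, 62.1 and 139.5 CPM, against 208 to 344 CPM elsewhere. HSPH1 (ENSDARG00000019874) was at 1790, 534 and 458 CPM in the 3 clusters and at most 265 CPM in the others, and RTCA (ENSDARG00000002215) at 632, 523 and 357 CPM against at most 188 CPM. These genes were also among the markers by which the clusters were named. The 3 clusters held 22.7% and 25.8% of the cells of the wild-type plates and 21.9% and 20.2% of those of the mutant plates. The means differed by −3.22 percentage points (exact permutation test over plates, two-sided p = 0.333, the smallest p that 2 plates against 2 allow, so that this design cannot reach 0.05).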

The cells from clusters 4, 7 and 10 expressed *tcf21* and *tbx18* but lacked expression of *aldh1a2* and *wt1b*, suggesting that these represent epicardial cells covering the remote myocardium. Indeed, ISH for additional genes with high expression in these clusters labelled epicardial cells covering the uninjured part of the heart (Fig. 3F). By contrast, *wt1b* and *aldh1a2* were expressed in most of the remaining clusters, with highest expression in cluster 1. 

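The cluster of 184 cells had the highest level of ALDH1A2 and of *wt1b* among the 10 clusters, 852 and 344 CPM. The next highest were in the cluster of 200 cells, with 815 and 326 CPM. Markers of the injury epicardium in Fig. 3G were also highest in the cluster of 184 cells. The gene *adh8a* (ENSDARG00000091211) was at 1072 CPM there and between 21.4 and 605 CPM in the other clusters, and *si:ch73-86n18.1* (listed as cldc1, ENSDARG00000056379) was at 1216 CPM against 73.1 to 719 CPM. These 4 genes served to name the cluster.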

ISH for additional genes marking cluster 1 revealed that their expression was mostly located in the epicardial region covering the injury area but not the remote myocardium (Fig. 3G).

As the epicardium gives rise to fibroblasts and pericytes, we plotted known marker genes for these cell types. Pericytes express genes such as the potassium channel *kcnj8* and the Notch receptor *notch1b* (Guichet et al., 2015; Vanlandewijck et al., 2018). The expression of these genes was most abundant in cluster 6 and Gene Ontology analysis revealed that cluster 6 has an enrichment in genes linked to smooth muscle contraction and cell junction organization. These findings suggest that cells in cluster 6 represent pericytes (Fig. 3H). 

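The gene *kcnj8* (KCNJ8, ENSDARG00000045589) had 366 transcripts over all plates. Its level was highest in the unnamed cluster of 324 cells, with 52.2 CPM, followed by 45.9 CPM in the remote epicardium-like cluster of 85 cells, and lowest in the injury epicardium-like cluster, with 10.5 CPM. The only gene listed as NOTCH1 (ENSDARG00000052094) is taken here as *notch1b*. It was highest in the remote epicardium-like cluster of 179 cells, with 84.2 CPM, against 49.6 CPM in the cluster of 324 cells. Of the smooth muscle genes, *acta2* and MYH11 were highest in the unnamed cluster of 144 cells, with 842 and 170 CPM. The 2 TAGLN genes were highest elsewhere, ENSDARG00000033466 with 1576 CPM in the cluster of 85 cells and ENSDARG00000045408 with 563 CPM in the cluster of 71 cells. None of the 10 clusters met the rule for a pericyte-like cluster. The pericyte markers *acta2*, RGS5 and MYH11 were among the 20 noisiest genes left out of clustering. Whether this kept such a cluster from forming was not tested. Leiden clustering on principal components gave 1 such cluster of 96 cells, leaving ribosomal protein and stress genes out of clustering gave pericyte-like clusters of 210 cells in all, and thinning each cell before clustering gave 130 cells.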

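Among the 10 clusters, the level of *postnb* (listed as POSTN, ENSDARG00000043806) was highest in the fibroblast-like cluster of 132 cells, with 39.6 CPM. It was 21.5 CPM in the fibroblast-like cluster of 71 cells and 17.8 CPM in that of 69 cells, while the unnamed cluster of 200 cells had 35.3 CPM. The lowest level was 0.615 CPM, in the injury epicardium-like cluster. The gene had 219 transcripts over all plates. The name table gives the symbol FN1 to 2 genes, of which the more abundant, ENSDARG00000006526, had 254606 transcripts and the other, ENSDARG00000019815, 22065. The more abundant gene reached 55450 CPM in the cluster of 69 cells, the highest of all clusters, but 9035 CPM in the cluster of 71 cells, the lowest. The other gene was highest in the cluster of 71 cells, with 3689 CPM, and reached 2147 CPM in the cluster of 132 cells and 1034 CPM in the cluster of 69 cells, but was also at 2183, 1919 and 1391 CPM in the unnamed clusters of 144, 324 and 200 cells.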

Periostin (*postnb*) and fibronectin (*fn1a*) are expressed in fibroblasts and both genes showed highest expression in clusters 2, 3 and 9 (Fig. 3I). In addition, we observed that these clusters are enriched for various other genes reported to be expressed in fibroblasts in the context of tissue injury (e.g. *dkk3b*, *fstl1b*, *ptx3a*) (Table S2), suggesting that these clusters are formed by injury-responsive cardiac fibroblasts (Sánchez-iranzo et al., 2018). 

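Of the further fibroblast genes, PTX3 (ENSDARG00000068275) was at 2004 CPM in the cluster of 71 cells, 870.3 CPM in that of 132 cells and 309 CPM in that of 69 cells. In the unnamed clusters of 324 and 144 cells it was at 926 and 749 CPM. DKK3 (ENSDARG00000070683) was highest in the cluster of 71 cells, with 291 CPM, and at 170 and 160 CPM in the clusters of 132 and 69 cells. In the injury epicardium-like cluster it was at 243 CPM. FSTL1 (ENSDARG00000039576) was highest in the clusters of 69, 132 and 71 cells, with 2154, 2102 and 1961 CPM, against 800 to 1816 CPM in the others.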

Gene Ontology analyses with genes enriched in clusters 2, 3 and 9 indeed indicated processes such as ‘extracellular matrix organization’, ‘dissolution of fibrin clot’ and ‘collagen biosynthesis and modifying enzymes’ (Table S3).

From these results, we conclude that the scRNAseq data represent different populations of epicardial and epicardial-derived cells from the regenerating heart. 

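The fibroblast-like clusters together held 272 of the 1453 cells, or 18.7%. They held 13.7% (95% interval 10.3 to 17.7%) and 25.3% (20.9 to 30.1%) of the cells of the wild-type plates and 10.9% (7.92 to 14.6%) and 24.9% (20.5 to 29.6%) of those of the mutant plates. The mean was 19.5% ± 8.17 (SD, n = 2) for the wild type and 17.9% ± 9.85 (SD, n = 2) for the mutant. The difference of −1.6 percentage points is smaller than the spread between plates of a genotype (exact permutation test, two-sided p = 0.667). The injury epicardium-like cluster held 24.1% and 12.4% of the cells of the wild-type plates and 6.83% and 7.65% of those of the mutant plates, a mean difference of −11 percentage points (p = 0.333 from the same two-sided exact test, the smallest it can give with 2 plates against 2). Over the alternative clusterings this difference ran from −19 with 12 clusters to 8.16 with thinned cells, and it was also above 0 with Leiden clustering (1.81) and with ribosomal protein and stress genes left out (1.27). Some genes that set this cluster apart differ between the genotypes. With the genes differing between the genotypes left out of clustering, injury epicardium-like clusters held 33.3% and 26.9% of the wild-type cells and 29.2% and 24.0% of the mutant cells, a difference of −3.49, and the fibroblast-like difference was 3.25. The unnamed clusters held 39.5% and 36.5% of the wild-type and 60.4% and 47.3% of the mutant cells. Among the alternative clusterings, clustering the cells with at least 2000 transcripts moved the fibroblast-like difference down most, to −5.3 percentage points, and leaving ribosomal protein and stress genes out moved it up most, to 5.23.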

Based on our analysis, we divided the cells into four general groups: remote epicardium (clusters 4, 7 and 10), injury epicardium (cluster 1), epicardial-derived fibroblasts (clusters 2, 3 and 9) and epicardial-derived pericytes (cluster 6).

### Prrx1 restricts fibrosis

Next, we mapped the wild-type and *prrx1b*^−/−^ cells separately on the t-distributed stochastic neighbour embedding (tSNE) map to reveal differences in contribution to the various cell clusters (Fig. 4A,B). Interestingly, we found a clear difference in the contribution of wild-type and *prrx1b*^−/−^ cells to the fibroblast clusters 2 and 3. Whereas cluster 2 consisted of mostly wild-type cells (89%) and few *prrx1b*^−/−^ cells (11%), cluster 3 was enriched in *prrx1b*^−/−^ cells (71%) compared with wild-type cells (29%) (Fig. 4B-D). 

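Counterparts of clusters 2 and 3 were picked among the fibroblast-like clusters as those with the highest mean level of the genes that Fig. 4E lists for each, without regard to genotype. The counterpart of cluster 2 was the cluster of 69 cells. Of these, 29 came from the wild type, or 42.03% (95% interval 30.2 to 54.5%), and 40 from the mutant, or 57.97%. It held 2.80% and 5.22% of the cells of the wild-type plates and 3.01% and 7.92% of those of the mutant plates (exact permutation test over plates, two-sided p = 0.667). The counterpart of cluster 3 was the cluster of 71 cells, with 43 from the wild type, or 60.6% (48.3 to 71.97%), and 28 from the mutant, or 39.4%. It held 3.36% and 8.52% of the cells of the wild-type plates and 3.83% of those of each mutant plate (exact permutation test, two-sided p = 1). For both clusters, the wild-type plates differed from each other by more than the means of the genotypes did. Under the alternative clusterings, the wild-type share ran from 37.3 to 60.2% for the counterpart of cluster 2 and from 46 to 67.8% for that of cluster 3. Without mutant replicate 2, the share of the cluster 2 counterpart was 72.5%, and without wild type replicate 2 that of the cluster 3 counterpart was 30%, but leaving out a plate removes its cells from every cluster. The level of *si:dkeyp-1h4.9* (ENSDARG00000094719), the cluster 2 marker in Fig. S7, was highest outside the fibroblast-like clusters. It reached 683 CPM in the injury epicardium-like cluster of 184 cells, of which 71.2% (64.1 to 77.6%) came from the wild type. This level was summed over all plates and the gene was lower in the mutant plates, so a large wild-type share raises it by itself. The gene was also among the noisiest genes left out of clustering. Over the alternative clusterings, the wild-type share of the cluster highest in this gene ran from 43.06% with Leiden clustering to 89.17% with cells of at least 2000 transcripts. It was 88.19% with clusters made from a part of each cell's transcripts and 81.51% with thinned cells. Leaving out the genes that differ between the genotypes gave 74.75%. The clusters highest in this gene were looked at only after the values were seen.

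**Figure D1:**
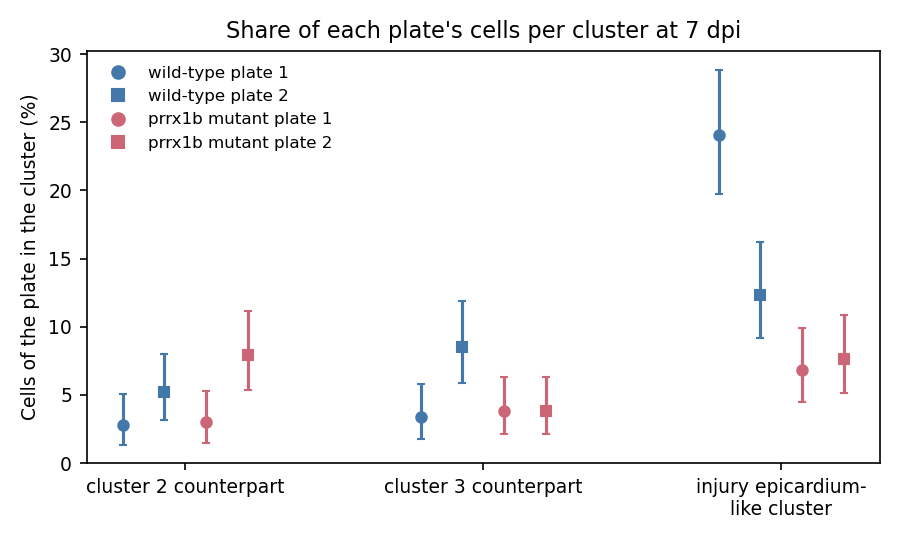
Percent of the cells of each plate (y axis) that fell in the cluster 2 counterpart, the cluster 3 counterpart and the injury epicardium-like cluster, for wild-type and *prrx1b*-/- plates, with exact 95% intervals of each plate. In the cluster 2 counterpart the mutant plates (3.01% and 7.92%) lie further apart than the wild-type plates (2.80% and 5.22%), in the cluster 3 counterpart the wild-type plates lie apart and the mutant plates coincide, and the injury epicardium-like cluster holds 24.1% and 12.4% of the wild-type cells against 6.83% and 7.65% of the mutant cells.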

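The counterpart of cluster 3 (71 cells) was compared with that of cluster 2 (69 cells) on transcripts summed per plate and cluster, with the plate as a block. So that the same transcripts were not used for clustering and for the test, it was repeated as what is called the split test here. There, clusters were made from a random part of each cell's transcripts and the test used the remaining part. The clusters were formed anew, so the split test does not compare the same groups of cells. Its counterparts of clusters 2 and 3 held 127 and 48 cells, against 69 and 71. In both tests the counterparts were picked by the genes of Fig. 4E, so the direction of these genes is not independent of the choice. In the first test, 623 of 2868 genes differed, 261 higher and 362 lower in the cluster 3 counterpart. In the split test, 325 of 1553 genes differed, 131 higher and 194 lower, and 283 of them were among the 623. The gene *tgfb1a* (ENSDARG00000041502) had a log2 fold change of 0.23 (standard error 0.22, adjusted p = 0.473, edgeR's quasi-likelihood test) and TGFB2 (ENSDARG00000027087) one of −0.11 (adjusted p = 0.788). TGFB3 (ENSDARG00000019367) was higher in the cluster 3 counterpart by 0.82 (adjusted p = 0.0483, edgeR), and by 0.70 in the split test (adjusted p = 0.0569). It went to −0.37 with 8 clusters, where the cluster 2 counterpart was a cluster led by HBE1 and *ifi44a8*, and was not called by DESeq2. With Leiden clustering instead, edgeR called all 3 ligands higher in the cluster 3 counterpart, *tgfb1a* by 2.26 (adjusted p = 7e-08), TGFB2 by 1.48 (adjusted p = 2.61e-05) and TGFB3 by 0.94 (adjusted p = 0.00607), whereas no other alternative called *tgfb1a* or TGFB2. Over all alternatives, the highest adjusted p from edgeR or DESeq2 was 0.932 for *tgfb1a*, 0.998 for TGFB2 and 0.964 for TGFB3. COL11A1 (ENSDARG00000026165), taken as *col11a1a*, was higher by 6.72 (adjusted p = 1.51e-06, edgeR) and by 3.24 in the split test (adjusted p = 0.000209). For *col11a1b* (ENSDARG00000009014), edgeR gave 2.18 (adjusted p = 1.26e-05) and 2.01 (adjusted p = 0.000174). Over all alternatives, the highest adjusted p from edgeR or DESeq2 was 0.00119 and 0.0143 for these genes. With each cell thinned before clustering, COL11A1 and *col11a1b* had the other sign. There the candidates tied on the cluster 3 genes, so that setting does not tell the counterparts apart. Of 17 collagen genes tested, 14 were higher and 9 passed the threshold in this direction, while 2 passed it in the other. In the split test, 13 of 16 were higher, of which 9 passed.  Of the genes the study names, 20 of the 40 tested passed the threshold, and 22 when adjusted over the list alone, which is not independent evidence since the study chose the list on these cells.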

Although both cluster 2 and cluster 3 cells expressed markers for activated fibroblasts, such as *postnb*, differential gene analysis between cluster 2 and 3 revealed that cluster 3 cells are enriched for genes involved in TGFβ signalling (*tgfb1a*, *tgfb2*, *tgfb3*; *P*=7.1E−4), extracellular matrix proteins (*P*=3.3E−4) and collagen fibril organization (*P*=1.2E−4) (Fig. 4E). Instead, cluster 2 cells lacked robust expression of fibrosis-related genes, therefore representing a more quiescent cell type that instead expresses genes linked to chordate embryonic development (*P*=3.8E−10) and stress response (*P*=7.9E−6). Together, the scRNAseq data suggest that injured *prrx1b*^−/−^ hearts contain more activated, pro-fibrotic fibroblasts. 

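Of 35 stress genes tested, 29 were lower in the cluster 3 counterpart than in the cluster 2 counterpart. The adjusted p was under the threshold of 0.05 for 22 of the lower and 2 of the higher genes in edgeR's quasi-likelihood test. Among the genes that Fig. 4E lists for cluster 2, *foxo3b* (ENSDARG00000042904) had a log2 fold change of −1.44 (adjusted p = 0.00558, edgeR) and of −1.09 when clusters and test used separate transcripts of each cell (adjusted p = 0.00889). The 2 genes listed as GADD45B, ENSDARG00000013576 and ENSDARG00000027744, had log2 fold changes of −1.91 and −2.26 (adjusted p = 0.000773 and 7.81e-05), and *hsp70l* (ENSDARG00000055723) had one of −1.92 (adjusted p = 0.00553, edgeR). HSPB1 (ENSDARG00000041065) differed by −0.22 (adjusted p = 0.408, edgeR). Of the 14 alternatives, 13 called *foxo3b*, and the remaining one, thinned cells (adjusted p = 0.969, edgeR), left the choice of counterparts tied. The median number of transcripts per cell was 7345 in the cluster 2 counterpart and 17913 in the cluster 3 counterpart.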

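Between genotypes, 109 of 11191 genes differed when the cells of each plate were summed, 40 higher and 69 lower in the mutant. DESeq2 called 168 genes, 85 of them higher, and requiring only 1 count for a gene to be tested moved the number most, to 523. Of the fibroblast-like cells, 132 were in the cluster led by HBE1 and *ifi44a8*, with no fibroblast marker among its 10 leading genes. In the fibroblast-like cells, 13 of 6755 genes differed, 2 higher and 11 lower, all 13 of which were also called over all cells. In these cells, *tgfb1a* was at 364 ± 133 CPM in the wild type and 331 ± 24.1 CPM in the mutant (SD, n = 2 plates), with a log2 fold change of −0.18 (standard error 0.27, adjusted p = 0.878, edgeR's quasi-likelihood test). TGFB2 differed by −0.09 (adjusted p = 0.926), TGFB3 by 0.23 (adjusted p = 0.765), COL11A1 by 0.20 (adjusted p = 0.864) and *col11a1b* by −0.34 (adjusted p = 0.634) in this edgeR test. The number of fibroblast-like genes called was 36 with DESeq2. Over all cells, *tgfb1a*, TGFB2 and TGFB3 were higher in the mutant by 0.27, 0.25 and 0.41 (adjusted p = 0.600, 0.538 and 0.285, edgeR) and were not called. Without wild type replicate 1, *tgfb1a* was at −0.05. Without wild type replicate 2, it was at 0.68 and TGFB3 at 0.63, and edgeR called both. The gene *loxl2a* (ENSDARG00000044010) rose from 109 ± 20.9 to 204 ± 10.8 CPM over all cells, a log2 fold change of 0.93 (standard error 0.17, adjusted p = 0.0314, edgeR), and was called under all 13 alternatives. POSTN was at 10.1 ± 4.11 CPM in the wild type and 22.4 ± 1.36 CPM in the mutant (log2 fold change 1.15, adjusted p = 0.0761, edgeR) and was called under 3 of 12 alternatives. The gene *si:dkeyp-1h4.9* fell from 431 ± 110 to 75.5 ± 27.5 CPM over all cells (log2 fold change −2.51, standard error 0.25, adjusted p = 0.000691, edgeR) and changed by −3.19 in the fibroblast-like cells (adjusted p = 0.0345, edgeR). Over all cells, 4 of the 46 tested genes that the study names were called, and 12 when adjusted over the list alone.
As a set, the genes that Fig. 4E lists for cluster 3 were higher in the mutant over all cells, 11 of 13 genes with a median log2 fold change of 0.27 (limma's camera with a preset correlation of 0.01 between genes, adjusted p = 0.0167). Over the alternatives, the adjusted p ran from 7.59e-05, for limma's camera without wild type replicate 2, to 0.509, for limma's fry, a test that presets no correlation. Without wild type replicate 1, limma's camera gave an adjusted p of 0.365 and a median of 0.09. Camera also called the ribosomal protein genes lower, and fry called neither of these 2 sets over all cells. In simulated plates fry also missed a shift of 0.5 in the collagen genes, so its lack of calls does not argue against a difference. In the fibroblast-like cells, 8 of 12 genes of the set were higher, with a median of 0.22 (limma's camera, adjusted p = 0.211). From the make-up of the clusters and the genes enriched in cluster 3, the paper proposes that the injured mutant hearts hold more fibroblasts in an activated, pro-fibrotic state.

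**Figure D2:**
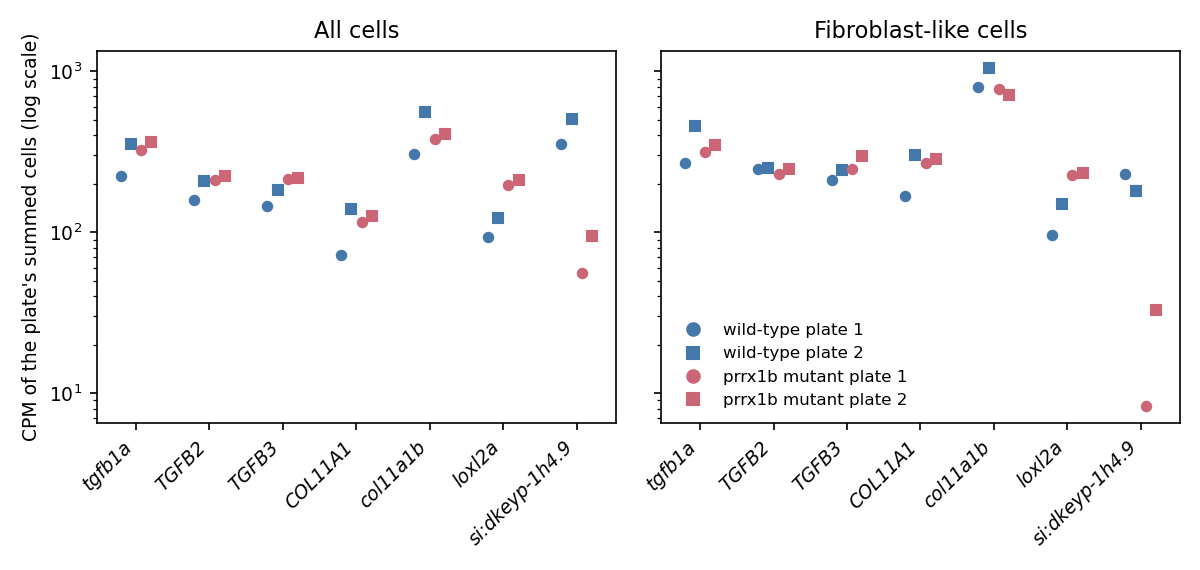
Level of 7 genes in each plate in CPM (log axis), over all cells and over the fibroblast-like cells, for the wild-type and *prrx1b*-/- plates. For *si:dkeyp-1h4.9* both mutant plates lie below both wild-type plates, and for *loxl2a* they lie above them over all cells, whereas the values of *tgfb1a* from the 2 genotypes overlap in the fibroblast-like cells.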

To validate these findings, we performed ISH for genes with high expression in cluster 2 or 3 cells. Indeed, we observed increased expression of *tgfb1a* and *col11a1b* in injured *prrx1b*^−/−^ hearts compared with their wild-type siblings (Fig. 4F,G), whereas we identified a strong reduction in expression of the cluster 2 marker *si:dkeyp-1h4.9* (Fig. S7). In addition, we performed Sirius Red staining to visualize collagen, which showed an excess of collagen fibres in the *prrx1b*^−/−^ hearts in and around the injury area (Fig. 4H,I). From these results, we conclude that in injured *prrx1b*^−/−^ hearts an excess of TGFβ ligand and ECM-producing fibroblasts is formed, resulting in an enhanced fibrotic response to the injury.

**Fig. 4.**
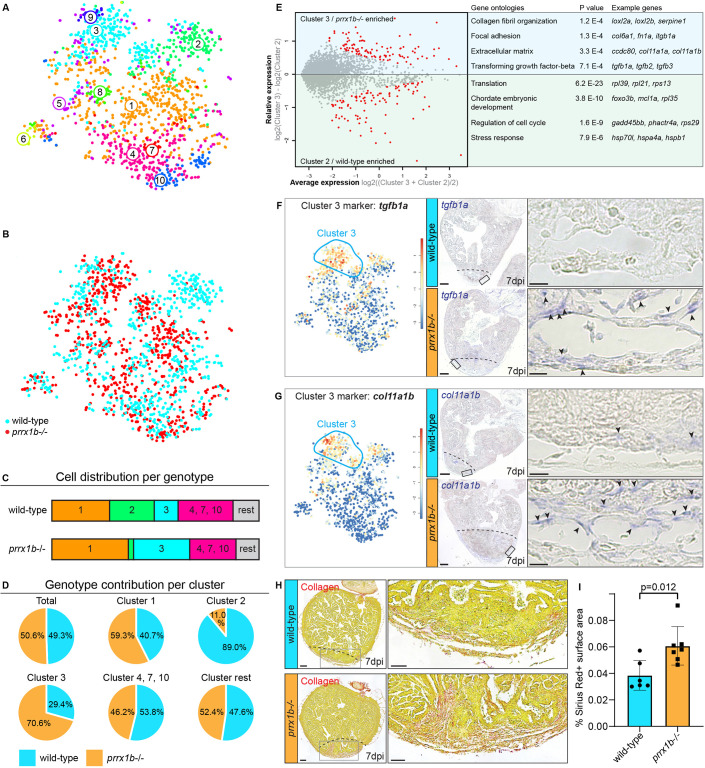
***prrx1b^−/−^* hearts contain excessive amounts of pro-fibrotic fibroblasts.** (A) tSNE map of the single-cell sequencing data as shown in Fig. 3C, indicating ten transcriptionally distinct cell populations. (B) tSNE map showing the contribution of wild-type cells (cyan) and *prrx1b*^−/−^ cells (red). (C) Stacked bar graph showing the relative cell contribution to major clusters in wild-type and *prrx1b*^−/−^ hearts. (D) Pie charts showing the contribution of wild-type and *prrx1b*^−/−^ cells per cluster. (E) Differential gene expression analysis using the DESeq algorithm between fibroblast clusters 2 and 3. Enriched genes were selected for either cluster 2 or 3 with a *P*-value cut-off of <0.05 (red). Gene Ontology analysis was performed using the online tool DAVID. Gene and full Gene Ontology lists are provided in Tables S2 and S3. (F,G) Characterization of cluster 3. Left: tSNE maps visualizing log2-transformed read-counts for genes with high expression in the indicated cluster (circled). Middle: *In situ* hybridization for the cluster 3-enriched genes in wild-type and *prrx1b*^−/−^ hearts at 7 dpi. Dashed line indicates injury border. Scale bars: 100 μm. Right: Magnifications of the boxed regions in the injury area with arrowheads pointing to cells with high expression. Scale bars: 25 μm. Three hearts analysed per condition. (H) Sirius Red staining showing collagen in red on sections of wild-type and *prrx1b*^−/−^ hearts at 7 dpi. Right-hand panels show magnifications of the boxed regions in the sub-epicardial layer and further inside the injury area. Scale bars:100 μm (left); 50 μm (right). (I) Quantification of Sirius Red (collagen) staining in wild-type (*n*=6) and *prrx1b*^−/−^ (*n*=7) hearts showing significantly more fibrosis in *prrx1b*^−/−^ hearts inside and around the injury area (mean±s.d., *P*=0.012, unpaired *t*-test).

### NRG1 administration rescues the cardiomyocyte proliferation defect of *prrx1b^−/−^* hearts

Fibroblasts are not only required for fibrosis in the injured zebrafish heart; they also exhibit pro-regenerative activity by stimulating cardiomyocyte proliferation (Sánchez-iranzo et al., 2018). Because EPDCs secrete Nrg1, a growth factor necessary to induce cardiomyocyte proliferation (Gemberling et al., 2015; Ieda et al., 2009; Wang et al., 2015), we hypothesized that *nrg1* expression may be impaired in *prrx1b*^−/−^ hearts and responsible for the observed reduction in cardiomyocyte proliferation. Considering that *nrg1* expression was nearly absent in the scRNAseq data (<100 combined reads from 1438 cells), we investigated expression of *nrg1* through RNAscope ISH. We observed expression of *nrg1* in the epicardial and sub-epicardial region in wild-type hearts at 7 dpi (Fig. 5A,B). The BZ epicardium regions showed profound *nrg1* expression, which is in line with previously reported *nrg1* localization upon injury (Gemberling et al., 2015). Importantly, we observed co-expression of *nrg1* and Prrx1 in BZ epicardial cells at 7 dpi (Fig. 5A). Next, we wanted to investigate whether *nrg1* expression is impaired in *prrx1b*^−/−^ hearts. Corroborating our hypothesis, we found a significant reduction of *nrg1* expression in the BZ epicardium of injured *prrx1b*^−/−^ hearts compared with wild-type sibling hearts (Fig. 5B,C). To address whether the impaired *nrg1* expression in *prrx1b*^−/−^ hearts could explain the observed reduction in cardiomyocyte proliferation, we injected injured wild-type and *prrx1b*^−/−^ fish daily with recombinant NRG1 protein or DMSO as a control from 3 dpi to 7 dpi and quantified cardiomyocyte proliferation in the border zone. Importantly, injecting *prrx1b*^−/−^ zebrafish with recombinant NRG1 protein did indeed rescue cardiomyocyte proliferation in the border zone to wild-type levels (Fig. 5D,E). Together, these results demonstrate that *nrg1* and Prrx1 are co-expressed and that Prrx1 promotes *nrg1* expression in EPDCs. Furthermore, the results suggest that the reduction in Nrg1 is responsible for the reduced cardiomyocyte proliferation observed in the border zones of *prrx1b* mutant hearts.

**Fig. 5.**
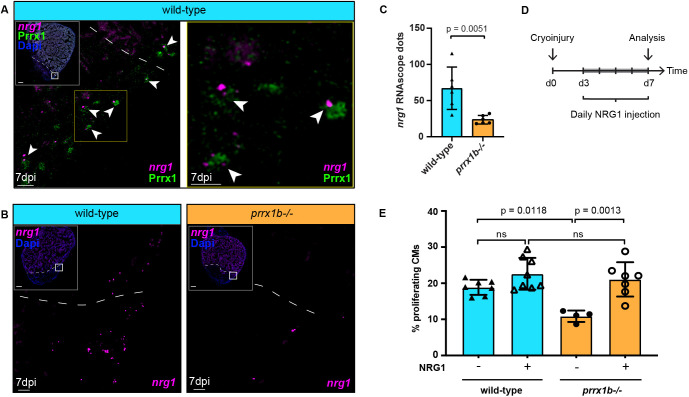
**Prrx1b stimulates Nrg1 expression.** (A) RNAscope *in situ* hybridization for *nrg1* co-detected with Prrx1 antibody on 7 dpi wild-type hearts. Arrowheads indicate colocalization of *nrg1* and Prrx1. Dashed line marks edge of the border zone. Insets show higher magnifications of the boxed areas. Scale bars: 100 μm (main panels); 10 μm (insets). Four hearts analysed. (B) RNAscope *in situ* hybridization for *nrg1* on 7 dpi wild-type and *prrx1b*^−/−^ hearts. Dashed line marks edge of the border zone. Insets show higher magnifications of the boxed areas. Scale bars: 100 μm (main panels); 10 μm (insets). (C) Quantification of *nrg1* RNAscope dots in the BZ epicardium in 7 dpi wild-type (*n*=6) and *prrx1b*^−/−^ (*n*=5) hearts. BZ epicardium is defined as a 100-μm-wide strip, 100 μm up and 100 μm down from where the edge of intact myocardium meets the epicardium (mean±s.d., *P*=0.0051, unpaired *t*-test). (D) Schematic of the workflow used for NRG1 injection experiments shown in E. (E) Quantification of the percentage of proliferating (PCNA^+^) BZ cardiomyocytes (mean±s.d., wild-type −NRG1 *n*=7; wild-type +NRG1 *n*=8; *prrx1b*^−/−^ −NRG1 *n*=4; *prrx1b*^−/−^ +NRG1 *n*=7; wild-type −NRG1 versus *prrx1b*^−/−^ *−*NRG1 *P*=0.0118; *prrx1b*^−/−^ *−*NRG1 versus *prrx1b*^−/−^ *+*NRG1 *P*=0.0013; ns, not significant; one-way ANOVA followed by multiple comparisons analysis using Tukey's test).

### PRXX1 promotes NRG1 expression in human EPDCs

Next, we wanted to address whether *nrg1* expression in EPDCs is regulated by Prrx1. As the *prrx1b*^−/−^ fish lack Prrx1 in all cells, we exploited a previously established *in vitro* model (Dronkers et al., 2018) in which human fetal epicardial cells can be cultured in an epithelial phenotype in the presence of the ALK4/5/7 kinase inhibitor SB-431542. Removal of the inhibitor for at least 5 days results in the induction of EMT, which can be appreciated by the transition of cobblestone epithelial-like cells towards spindle-shaped mesenchymal cells and upregulation of the mesenchymal genes *POSTN* and *FN1* (Fig. 6A-C) (Moerkamp et al., 2016). Although some *PRRX1* expression was detected in cobblestone epithelial-like cells, its expression was increased 8-fold in spindle-shaped mesenchymal cells (Fig. 6C). Importantly, *NRG1* expression followed the same pattern as *PRRX1* expression, as they were both increased in spindle-shaped cells. To determine whether PRRX1 can regulate *NRG1* expression, spindle-shaped mesenchymal cells were subjected to *PRRX1* knockdown (KD) using siRNAs (Fig. 6D). The effect of PRRX1 KD was confirmed using western blot (Fig. 6E). Indeed, *PRRX1* KD led to a significant decrease in *NRG1* mRNA, as well as a significant decrease of secreted NRG1-β1 protein (Fig. 6F,G). From these results, we conclude that in EPDCs after EMT induction, PRRX1 and NRG1 are co-expressed and that PRRX1 is required for efficient NRG1 expression.

**Fig. 6.**
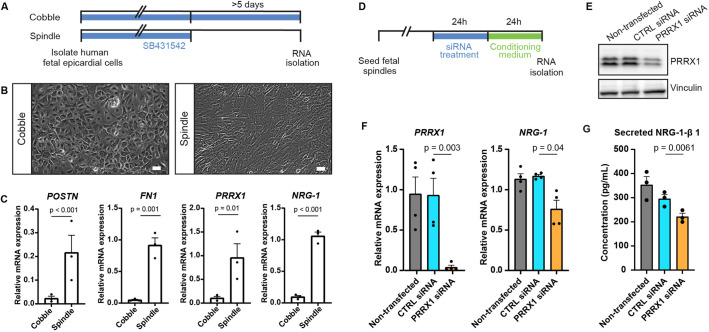
**PRRX1 promotes NRG1 expression in human EPDCs.** (A) Schematic of the workflow for the experiments shown in B and C. After isolation, human fetal epicardial cells are cultured in the presence of the ALK4/5/7 kinase inhibitor SB-431542. Cells transform from cobble- to spindle-shape upon removal of SB-431542. (B) Representative brightfield pictures of cobble- and spindle-shaped human fetal epicardial cells. Scale bars: 100 µm. (C) qPCR results for *POSTN*, *FN1*, *PRRX1* and *NRG1* in human fetal cobble (*n*=3) and spindle (*n*=3) epicardial cells (mean±s.d.; *POSTN P*<0.001, *FN1 P*=0.001, *PRRX1 P*=0.01, *NRG1 P*<0.001, unpaired *t*-tests). (D) Schematic of the workflow for the experiments shown in E and F. (E) Western blot for PRRX1 in U87 cells. Vinculin was used as a loading control. (F) qPCR results for *PRRX1* and *NRG1* in human fetal spindle epicardial cells after PRRX1 siRNA treatment (non-transfected cells *n*=4, CTRL siRNA *n*=4, PRRX1 siRNA *n*=4) (mean±s.d., PRRX1 CTRL siRNA versus PRRX1 siRNA *P*=0.003, NRG1 CTRL siRNA versus PRRX1 siRNA *P*=0.04, unpaired *t*-tests) (G) ELISA results for secreted NRG1-β1 in the conditioned cell culture medium of human fetal spindle epicardial cells between 24 and 48 h after PRRX1 siRNA treatment (non-transfected cells *n*=3, CTRL siRNA *n*=3, PRRX1 siRNA *n*=3) (mean±s.d., CTRL siRNA versus PRRX1 siRNA *P*=0.0061, unpaired *t*-tests).

## DISCUSSION

The results described here demonstrate that *prrx1b* is required for the scar-free regeneration of the injured zebrafish heart. The zebrafish genome contains a *prrx1a* and a *prrx1b* gene, which are likely the result of an ancient genome duplication that occurred in teleosts (Howe et al., 2013). Our results demonstrate that whereas *prrx1b* is required for heart regeneration, *prrx1a* is dispensable, which suggests these paralogues have non-redundant roles. This is different from their role during cartilage formation in the embryo where *prrx1a* and *prrx1b* are redundant (Barske et al., 2016).

Prrx1 expression is rapidly induced in the epicardium upon injury. This is reminiscent of the induction of other genes in the epicardium, such as *tbx18* and *aldh1a2* (also known as *raldh2*), and implies that Prrx1 induction is part of the early activation that occurs in the entire epicardium (Cao and Poss, 2018; Lepilina et al., 2006). Importantly, all three previously identified subpopulations (*tcf21*^+^, *tbx18^+^ and wt1^+^*) of epicardial cells and EPDCs express Prrx1 (Cao et al., 2016; Weinberger et al., 2020).

It has been well established that EPDCs differentiate into various cell types (reviewed by Cao and Poss, 2018). Retroviral labelling and Cre-mediated recombination studies in chick, mouse and zebrafish have demonstrated that EPDCs differentiate into fibroblasts and vascular support cells (e.g. pericytes) (Acharya et al., 2012; Gittenberger-de Groot et al., 1998; González-Rosa et al., 2012; Kikuchi et al., 2011; Männer, 1999; Mikawa and Gourdie, 1996), which is in good agreement with our scRNAseq data. There are also numerous reported observations suggesting that EPDCs can differentiate into endothelial cells and cardiomyocytes (Cai et al., 2008; Guadix et al., 2006; Katz et al., 2012; Männer, 1999; Mikawa and Gourdie, 1996; Smart et al., 2011; Zangi et al., 2013), although some of these observations have been questioned by others (Christoffels et al., 2009; Rudat and Kispert, 2012). 

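Of the endothelial markers looked for (*kdrl*, *cdh5*, *fli1a*, *pecam1*, *tie1*, *egfl7*, *plvapb* and *vwf*), 6 genes had a match among the genes counted. At least 1 transcript of them was found in 86 of the 1453 cells, or 5.92% (95% interval 4.76 to 7.26%), with 8.22 CPM over all cells. For 11 genes matching the cardiomyocyte markers *myl7*, *cmlc1*, *tnnt2a*, *vmhc*, *myh6*, *actc1a*, *ttn.2*, *nppa* and *tnni1b*, the share was 8.67% (126 cells) with 47.1 CPM. These transcripts were most abundant in wild-type plate 1, with 145 CPM, against 13.7 CPM in wild-type plate 2 and 26.5 and 12.7 CPM in the mutant plates. With each cell thinned to 1000 transcripts, 1.24% of the cells had a transcript of an endothelial and 2.20% one of a cardiomyocyte marker. None of the 10 clusters was named after either class, but MYL7 was at 71.9 CPM in the unnamed cluster of 324 cells and at most 9.62 CPM in the others, and MYL7 and *cmlc1* were among the 10 leading genes of that cluster.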

In our scRNAseq analysis of EPDCs recovered from the regenerating zebrafish heart, we did not find a cell type representing endothelial cells or cardiomyocytes, which is in agreement with earlier observations that *tcf21*-derived EPDCs in the zebrafish do not contribute to either endothelial or myocardial cell lineages (González-Rosa et al., 2012; Kikuchi et al., 2011).

Fibroblasts are one of the main contributors to ECM deposition in response to cardiac injury and are therefore an important cell type in maintaining the balance between the fibrotic and regenerative injury response (Chablais and Jaźwińska, 2012; Gemberling et al., 2015; Sánchez-iranzo et al., 2018). In addition, subpopulations of cardiac fibroblasts can have distinct roles in in cardiomyocyte maturation and innervation (Hortells et al., 2020). By scRNAseq analysis, we identified two distinct fibroblast cell states in the regenerating heart. The pro-fibrotic fibroblast cluster (cluster 3) expresses all three TGFβ ligands, supporting earlier findings that these ligands are expressed in the injury area to activate a pro-fibrotic response (Chablais and Jaźwińska, 2012). 

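The more abundant gene listed as FN1 (ENSDARG00000006526) was lower in the cluster 3 counterpart of the re-analysis than in the cluster 2 counterpart, with a log2 fold change of −2.61 (standard error 0.15, adjusted p = 2.88e-07, edgeR's quasi-likelihood test). The other FN1 gene (ENSDARG00000019815) was higher, by 1.91 (standard error 0.18, adjusted p = 1.29e-05, edgeR). Which of them is *fn1a* could not be read from the name table. COL1A2 (ENSDARG00000020007) was at 14290 ± 1520 CPM in the cluster 3 and 5519 ± 741 CPM in the cluster 2 counterpart (SD, n = 4 plates), a log2 fold change of 1.38 (adjusted p = 1.57e-05, edgeR). Likewise, COL5A1 (ENSDARG00000012593) was higher by 0.82 (adjusted p = 0.00191, edgeR). COL4A1 (ENSDARG00000055009) was lower, by −1.62 (adjusted p = 0.000135, edgeR), but was at 0.44 with Leiden clustering.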

Pro-fibrotic fibroblasts express fibronectin-1 (*fn1a*) and various collagens (Sánchez-iranzo et al., 2018), which we found to be upregulated in the cluster 3 fibroblasts, corroborating their pro-fibrotic nature. In *prrx1b*^−/−^ hearts, these pro-fibrotic fibroblasts were more abundant, which is consistent with the observed excess of collagen deposition. Whereas cardiac fibrosis is permanent in the injured mammalian heart, it is resolved in the zebrafish heart. The mechanism for this regression in the zebrafish heart is not well understood. It could be related to the observation that activated fibroblasts partially return to a quiescent state (Sánchez-iranzo et al., 2018). Our results showing that an increase in activated (pro-fibrotic) fibroblast cell numbers can lead to an excessive fibrotic response supports the theory that the de-activation of injury-responsive pro-fibrotic fibroblasts is detrimental to successful scar regression.

Cluster 2 cells have only limited expression of pro-fibrotic genes and might therefore represent de-activated, quiescent fibroblasts. Many factors secreted by activated fibroblasts have been implicated in cardiac development and regeneration, suggesting that the pro-regenerative function of fibroblasts might be accomplished through their secretory role. In addition, experiments co-culturing fibroblasts with cardiomyocytes show that fibroblasts can induce cardiomyocyte proliferation (Ieda et al., 2009). Our results demonstrate Prrx1-dependent *nrg1* expression in EPDCs near the proliferating cardiomyocytes in the border zone. Nrg1 is a potent inducer of cardiomyocyte proliferation by activation of the ErbB2 signalling pathway (Bersell et al., 2009; D'Uva et al., 2015; Gemberling et al., 2015), which is consistent with our observation that the cardiomyocyte proliferation defect in *prrx1b*^−/−^ hearts can be rescued by exogenous Nrg1. Both the *in vitro* experiments in human fetal EPDCs and the *in vivo* experiments in zebrafish demonstrate that *Nrg1* expression depends on Prrx1. Whether this is through binding of Prrx1 to regulatory sequences in the *nrg1* locus or whether is through a more indirect mechanism needs to be further investigated for example by chromatin immunoprecipitation experiments.

In conclusion, we have shown that during zebrafish heart regeneration Prrx1b expression in EPDCs restricts the amount of pro-fibrotic fibroblasts and stimulates cardiomyocyte proliferation. In doing so, Prrx1b establishes a balance between fibrotic repair and the regeneration of lost myocardium during zebrafish heart regeneration.

## MATERIALS AND METHODS

### Animal experiments

Animal care and experiments conformed to the Directive 2010/63/EU of the European Parliament. All animal work was approved by the Animal Experimental Committee of the Instantie voor Dierenwelzijn Utrecht (IvD) and was performed in compliance with the Dutch government guidelines. Zebrafish were housed under standard conditions (Aleström et al., 2019).

### Zebrafish lines

The following zebrafish lines were used: TL, *prrx1a*, *prrx1a^el558^*, *prrx1b^el491^* (Barske et al., 2016), *Tg(tcf21:CreERT2)* (Kikuchi et al., 2011) and *Tg(ubi:loxP-EGFP-loxP-mCherry)* (Mosimann et al., 2011).

### Cryoinjuries in zebrafish

To address experiments in a regeneration context, cardiac cryo-injuries were performed on TL and *prrx1b^el491^* [with and without *Tg(tcf21:CreERT2; ubi:loxP-EGFP-loxP-mCherry)*] fish of both sexes that were ∼4-18 months of age. The cryoinjuries were performed as described by Schnabel et al. (2011), with the exception of the use of a copper filament (0.3 mm) cooled in liquid nitrogen instead of dry ice. Animals were excluded from the study if they exhibited signs of aberrant behaviour, sickness or infection, according to animal care guidelines.

### Histology and enzyme histochemistry

Acid Fuchsin Orange G (AFOG) staining was performed on paraffin sections of zebrafish ventricles as previously described (Poss et al., 2002). Paraffin sections of 7, 30 and 90 dpi hearts were prepared as described below (see ‘*In situ* hybridization’ section). Sirius Red staining was performed on similar paraffin sections as previously described (Junqueira et al., 1979), excluding the Haematoxylin step.

### Immunofluorescence

Adult zebrafish ventricles were isolated and fixed in 4% paraformaldehyde (4°C overnight on shaker). The next day, the hearts were washed three times, 10 min each wash, in 4% sucrose phosphate buffer, after which they were incubated at room temperature for at least 5 h in 30% sucrose phosphate buffer until the hearts sank. Then, they were embedded in cryo-medium (OCT). The hearts were cryosectioned at 10 μm thickness using a Thermo Scientific Cryostar NX70 cryostat. Primary antibodies used were: anti-PCNA (Dako, M0879; 1:800), anti-Mef2c (Santa Cruz Biotechnology, SC313 or Biorbyt, orb256682; both 1:1000), anti-tropomyosin (Sigma-Aldrich, 122M4822; 1:400), Living Colors anti-DsRed (Clontech, 632496; 1:100), anti-RFP (Novus Biologicals, 42649; 1:100), anti-Prrx1 (gift from the Tenaka lab; Gerber et al., 2018; Oliveira et al., 2017; 1:200), mouse IgG2b anti-Dendra2 [Origene, TA180094, clone OTI1G6 (for Wt1b H2B dendra); 1:400], chicken polyclonal anti-GFP [Abcam, ab13970 (for Tbx18 myr GFP); 1:200]. Secondary antibodies were: anti-chicken Alexa 488 (Thermo Fisher, A21133; 1:500), anti-rabbit Alexa 555 (Thermo Fisher, A21127; 1:500), anti-mouse Cy5 (Jackson ImmunoResearch, 118090; 1:500), anti-mouse IgG2b Alexa 647 (Jackson ImmunoResearch, 102371; 1:100). Nuclei were stained using 4′,6-diamidino-2-phenylindole (DAPI) or Hoechst 405 staining. Images of immunofluorescence staining are single optical planes acquired with a Leica SP8 confocal microscope.

### Quantitative analyses

All quantifications were performed blind. Unless stated otherwise, three individual sections with the largest injuries per heart were analysed including data obtained through *in situ* hybridization, immunohistochemistry and Sirius Red staining. Imaris x64 V3.2.1 software (Oxford Instruments) was used to analyse immunofluorescence images made with a Leica SP8 confocal microscope. Proliferation percentages of border zone cardiomyocytes were determined using the spots selection tool in Imaris. A region of interest (200 μm) consisting of the border zone was chosen and cardiomyocytes (identified by Mef2 expression) were selected by classifying them as 5 μm diameter or bigger. Proliferating cardiomyocytes were selected by hand using the PCNA channel. To quantify the distribution of *tcf21*^+^ Prrx1^+^ cells over different locations and different time points, the spot selection tool in Imaris was used to select all Prrx1^+^ cells in the ventricle, after which a subselection of all *tcf21:*mCherry^+^ Prrx1^+^ cells was made by hand. Distinguished regions were remote epicardium, BZ epicardium (100 μm up and 100 μm down from the edge of intact myocardium), injury epicardium and within the injury. Double-positive cells in each of these regions were counted and presented as a percentage of the total double-positive cells in the ventricle. To quantify the percentage of *tcf21:*mCherry^+^ cell invasion into the injury, the surface selection tool was used to mark the total *tcf21:*mCherry^+^ area in the ventricle. The measurement we used was the average value of the volume. Then, the total injury area plus 100 μm border zone was chosen as a region of interest designated as the ‘whole injury area’. Then, *tcf21:*mCherry^+^ surfaces within the injury were selected manually to create a subset of the whole injury area surface. Proliferation of *tcf21:*mCherry^+^ cells was defined as the number of PCNA^+^ cells per μm^2^ of *tcf21:*mCherry^+^ tissue surface, as the cytoplasmic mCherry signal does not allow for the distinction between individual cells. *tcf21:*mCherry^+^ PCNA^+^ cells were counted manually. *Nrg1* RNAscope signal was quantified by using the spots selection tool in Imaris to count the absolute number of *nrg1* transcripts in the BZ epicardium regions. ImageJ software (NIH) was used to quantify the remaining scar size of 30 and 90 dpi heart sections following AFOG staining. All sections of each heart were stained, imaged and quantified for scar tissue area using ImageJ. Sirius Red staining in wild-type and *prrx1b*^−/−^ hearts was analysed using the ImageJ-macros MRI Fibrosis Tool (http://dev.mri.cnrs.fr/projects/imagej-macros/wiki/Fibrosis_Tool).

### Lineage tracing of zebrafish epicardial cells

To lineage trace epicardial and epicardial-derived cells, we combined *Tg(tcf21:CreERT2)* with *Tg(ubi:loxP-EGFP-loxP-mCherry)*. Both wild-type and *prrx1b*^−/−^ embryos with a single copy of both transgenes [*Tg(tcf21:CreERT2; ubi:loxP-EGFP-loxP-mCherry)*] were incubated in 4-hydroxytamoxifen (4-OHT) as described by Kikuchi et al. (2011) and Mosimann et al. (2011) from 1 dpf until 5 dpf at a concentration of 5 µM. At 5 dpf, embryos were selected that were positive for epicardial mCherry signal and grown to adulthood.

### Isolation of single cells from cryoinjured hearts

Cryoinjured hearts of either *prrx1b* wild-type siblings (*n*=20) or *prrx1b* homozygous mutants (*n*=20) previously recombined as embryos [*Tg(tcf21:CreERT2; ubi:loxP-EGFP-loxP-mCherry*] were extracted at 7 dpi. Cells were dissociated according to Tessadori et al. (2012). For cell sorting, viable cells were gated by negative DAPI staining and positive YFP fluorescence. In brief, the FACS gating was adjusted to sort cells positive for mCherry (recombined epicardial-derived cells) and negative for EGFP (unrecombined cells). In total, 1536 cells (768 *prrx1b* wild-type sibling cells and 768 *prrx1b* homozygous mutant cells) were sorted into 384-well plates and processed for scRNAseq as described below.

### scRNAseq

Single-cell sequencing libraries were prepared using SORT-seq (Muraro et al., 2016). Live cells were sorted into 384-well plates with Vapor-Lock oil containing a droplet with barcoded primers, spike-in RNA and dNTPs, followed by heat-induced cell lysis and cDNA syntheses using a robotic liquid handler. Primers consisted of a 24 bp polyT stretch, a 4 bp random molecular barcode (UMI), a cell-specific 8 bp barcode, the 5′ Illumina TruSeq small RNA kit adapter and a T7 promoter. After cell lysis for 5 min at 65°C, RT and second strand mixes were distributed with the Nanodrop II liquid handling platform (Inovadyne). After pooling all cells in one library, the aqueous phase was separated from the oil phase, followed by IVT transcription. The CEL-Seq2 protocol was used for library prep (Hashimshony et al., 2016). Illumina sequencing libraries were prepared with the TruSeq small RNA primers (Illumina) and paired-end sequenced at 75 bp read length on the Illumina NextSeq platform. Mapping was performed against the zebrafish reference assembly version 9 (Zv9).

### Bioinformatic analysis

To analyse the scRNAseq data, we used an updated version (RaceID3) of the previously published RaceID algorithm (Grün et al., 2015). For the adult hearts, we obtained a dataset consisting of two different libraries of 384 cells per genotype (wild type or *prrx1b* homozygous mutants) each for a combined dataset of 768 cells, in which we detected a total of 20,995 genes. We detected an average of 7022 reads per cell. 

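The deposited plates hold 12799290 transcripts of genes in 1536 wells, a mean of 8333 transcripts per well, and 9548 with spike-ins included. Over the 1453 cells that passed the minimum, the mean was 8792 transcripts. With the spike-ins, the files list 20995 genes, of which 90 are spike-ins. These values count transcripts after removal of amplified copies, not sequencing reads.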

Based on the distribution of the log10 total reads plotted against the frequency, we introduced a cutoff at minimally 1000 reads per cell before further analysis. This reduced the number of cells used in the analysis to 711 wild-type and 727 mutant cells. 

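With the minimum of 1000 transcripts on genes other than spike-ins, 357 and 364 wells of the wild-type plates and 366 wells of each mutant plate remained, which are 721 wild-type and 732 mutant cells. With spike-ins counted towards the minimum, the setting that moved the number up most, 1508 cells remained. A minimum of 2000 transcripts left 1366 cells.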

The top 20 noisy genes were identified by the StemID algorithm, which we excluded from the downstream analysis to increase clustering robustness. Batch-effects were analysed and showed no plate-specific clustering of certain clusters. 

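Every one of the 10 clusters of the re-analysis held cells of all 4 plates. The largest part of a cluster from a single plate ran from 25.9% in a remote epicardium-like cluster to 46.7% in the injury epicardium-like cluster, where it came from wild-type plate 1. Plates of the same genotype differed as well. The unnamed cluster of 324 cells took up 36.3% of the cells of mutant plate 1 and 20.8% of those of mutant plate 2, and 21% and 11.0% of those of the wild-type plates. With ribosomal protein and stress genes left out of clustering, 1 cluster of 118 cells came to 94.9% from the wild type, with 97 cells of wild-type plate 1 and 15 of wild-type plate 2. This cluster was looked at after the values were seen.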

The StemID algorithm were used as previously described (Grün et al., 2016). In short, StemID is an approach developed for inferring the existence of stem cell populations from single-cell transcriptomics data. StemID calculates all pairwise cell-to-cell distances (1 – Pearson correlation) and uses this to group similar cells into clusters that correspond to the cell types present in the tissue. The StemID algorithm calculates the number of links between clusters. This is based on the assumption that cell types with fewer links are more canalized whereas cell types with a higher number of links have a higher diversity of cell states. Besides the number of links, the StemID algorithm also calculates the change in transcriptome entropy. Differentiated cells usually express a small number of genes at high levels in order to perform cell-specific functions, which is reflected by a low entropy. Stem cells and progenitor cells display a more diverse transcriptome reflected by high entropy (Banerji et al., 2013). By calculating the number of links from one cluster to other clusters and multiplying this with the change in entropy, it generates a StemID score, which is representative of the ‘stemness’ of a cell population. Differential gene expression analysis was performed using the ‘diffexpnb’, which makes use of the DESeq algorithm. *P*-values were Benjamini–Hochberg corrected for false discovery rate to make the cutoff.

### Statistical analysis of data

Statistical analyses were performed using GraphPad Prism8 software. Unless stated otherwise, unpaired *t*-tests were used for all statistical testing. For the NRG1 rescue experiment (Fig. 5E) one-way ANOVA followed by multiple comparisons analysis using the Tukey's test was performed.

### *In situ* hybridization

*In situ* hybridization was performed on paraffin sections. After overnight fixation in 4% paraformaldehyde, hearts were washed in PBS twice, dehydrated in ethanol, and embedded in paraffin. Serial sections were made at 8 μm thickness. *In situ* hybridization was performed as previously described (Moorman et al., 2001) except that the hybridization buffer used did not contain heparin and yeast total RNA. When *in situ* hybridization was carried out for multiple probes, INT-BCIP staining solution (red/brown staining) was used for the additional probe instead of NBT-BCIP (blue staining).

### RNAscope

RNAscope *in situ* hybridization was performed on fixed frozen sections following the Advanced Cell Diagnostics company protocol for RNAscope Multiplex Fluorescent Reagent Kit v2 with the following modification: target retrieval was not performed as this was not required for the *nrg1* probe. The probe used for *nrg1* detection was RNAscope Probe- Dr-nrg1-CDS (414131). For co-detection with Prrx1 antibody, the RNA-Protein Co-detection Ancillary Kit was used following the Advanced Cell Diagnostics company protocol. Prrx1 antibody was used at 1:200.

### Intraperitoneal injections in zebrafish

Intraperitoneal injections of human recombinant NRG1 (recombinant human heregulin-b1, Peprotech, 100-03) were performed as described by Kinkel et al. (2010). Fish were sedated using MS222 (0.032% wt/vol). Injections were performed using a Hamilton syringe (Gauge 30), cleaned before use by washing in 70% ethanol followed by two washes in PBS. Injection volumes were adjusted to the weight of the fish (30 μl/g) and a single injection contained 60 μg/kg (diluted in 0.1% bovine serum albumin in PBS).

### Human epicardial cell culture

Human fetal hearts of a gestational age between 12 and 18 weeks were collected anonymously and under informed consent from abortion material after elective abortion. Epicardial cells were isolated as described by Dronkers et al. (2018). Cells were cultured in Dulbecco's modified Eagle's medium (DMEM low-glucose, Gibco) and Medium 199 (M199, Gibco) mixed in a 1:1 ratio, supplemented with 10% fetal bovine serum (heat-inactivated for 25 min at 56°C, Gibco), 100 U/ml penicillin (Roth), 100 mg/ml streptomycin (Roth) and 10 µM ALK4/5/7 kinase inhibitor SB-431542 (Tocris) at 37°C in 5% CO_2_. EMT was induced by removal of SB-431542 from the medium. This research was carried out according to the official guidelines of the Leiden University Medical Center and approved by the local Medical Ethics Committee. This research conforms to the Declaration of Helsinki. Cells were tested for contamination every 3 months.

### Cell culture U87 cells

U87 cells were cultured in Dulbecco's modified Eagle's medium (DMEM high-glucose, Gibco), supplemented with 10% fetal bovine serum (Gibco), 100 U/ml penicillin (Roth) and 100 mg/ml streptomycin (Roth). Cells were tested for contamination every 3 months.

### PRRX1 KD in human epicardial cells

Cells were treated with SMARTpool ON-TARGETplus PRRX1 or a non-targeting control siRNA according to the manufacturer's protocol at a concentration of 25 nM (Dharmacon). After 48 h, cells were collected for qPCR or western blot. All experiments in human fetal epicardial cells were performed with three or four individual cell isolations.

### qPCR

ReliaPrep RNA Miniprep Systems (Promega) was used to isolate mRNA, of which the concentration and purity were determined using a NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific). cDNA synthesis was performed using the RevertAid H Minus First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). Next, qPCR was performed using SYBR Green (Promega) and run on a C1000 Touch thermal cycler (Bio-Rad). All samples were run in triplicate; expression levels were corrected for primer efficiency and normalized for two reference genes (*TBP* and *HPRT1*).

Primer sequences were: *POSTN* forward, GGAGGCAAACAGCTCAGAGT; *POSTN* reverse, GGCTGAGGAAGGTGCTAAAG; *FN1* forward, CGTCATAGTGGAGGCACTGA; *FN1* reverse, CAGACATTCGTTCCCACTCA; *PRRX1a* forward, CGCAGGAATGAGAGAGCCAT; *PRRX1a* reverse, AACATCTTGGGAGGGACGAG; *NRG1* forward, CACATGATGCCGACCACAAG; *NRG1* reverse, GGTGATCGCTGCCAAAACTA; *TBP* forward, TGGAAAAGTTGTATTAACAGGTGCT; *TBP* reverse, GCAAGGGTACATGAGAGCCA; *HPRT1* forward, CTCATGGACTGATTATGGACAGGAC; *HPRT1* reverse, GCAGGTCAGCAAAGAACTTATAGCC.

### Western blot

Cells were lysed in radioimmunoprecipitation assay (RIPA) buffer containing protease and phosphatase inhibitors (cOmplete Protease Inhibitor Cocktail tablets, Roche Diagnostics). Protein concentration was determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). For every sample, 50 μg of protein was loaded onto a 10% SDS-polyacrylamide gel. Subsequently, protein was transferred onto Immobilon-P PVDF Membrane (Millipore). Blots were blocked in 5% bovine serum albumin in Tris-buffered saline with 0.1% Tween 20 (TBST) for 1 h and incubated overnight with primary antibody (anti-PRRX1, 1:500, gift from the Tenaka lab; Gerber et al., 2018; Oliveira et al., 2017; anti-Vinculin, 1:5000, Sigma-Aldrich, V9131, 1:5000). Blots were incubated for 1 h with horseradish peroxidase anti-rabbit secondary antibody (Abcam, ab98493), which was detected by WesternBright Quantum (Advansta).

### ELISA

Conditioned medium was collected for 24 h after 24 h of siRNA treatment, centrifuged at 200 ***g*** for 2 min and immediately frozen at −20°. Cell culture medium was taken as a control sample. An NRG1-β1 ELISA assay was performed according to the manufacturer's protocol (Human NRG1-β1 DuoSet ELISA, R&D Systems). Absolute NRG1-β1 concentration was calculated based on the standard curve.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: Prrx1b restricts fibrosis and promotes Nrg1-dependent cardiomyocyte proliferation during zebrafish heart regeneration
**Source:** Development. 2021 Oct 4;148(19):dev198937. doi: 10.1242/dev.198937
**Supplement:** Supplementary information

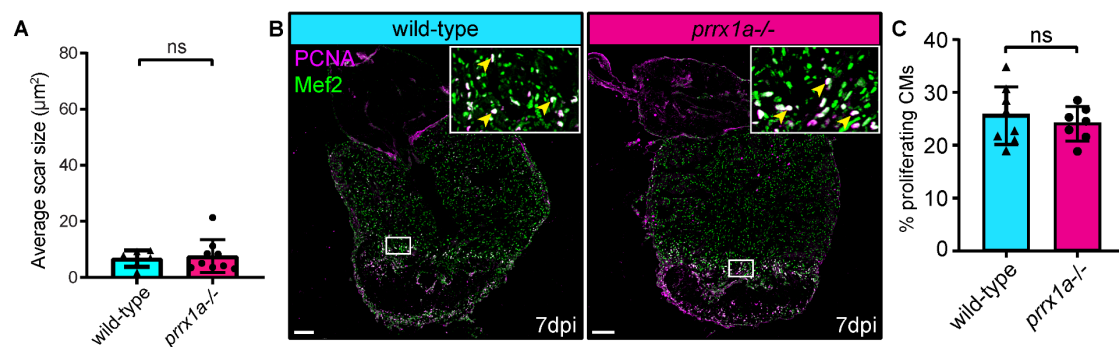

**Fig. S1. *prrx1a* is dispensable for zebrafish border zone cardiomyocyte proliferation and heart regeneration.** (A) Quantification of the remaining scar size at 30dpi shows no significant difference between *prrx1a*<sup>-/-</sup> hearts (n=9) and wild-type siblings (n=6). (mean $\pm$ s.d., ns= not significant, unpaired t-test). (B) Immunofluorescent staining on 7dpi wild-type and *prrx1a*<sup>-/-</sup> heart sections using an anti-Mef2 antibody as a marker for cardiomyocyte nuclei, and an anti-PCNA antibody as a nuclear proliferation marker. Arrowheads in zoom-ins indicate proliferating cardiomyocytes. Scale bars represent 100 $\mu\text{m}$  in the overview images and 10 $\mu\text{m}$  in the zoom-ins. (C) Quantification of the percentage of (PCNA+) proliferating border zone cardiomyocytes shows no significant difference between *prrx1a*<sup>-/-</sup> hearts (n=7) and their wild-type siblings (n=8). (mean $\pm$ s.d., ns= not significant, unpaired t-test).

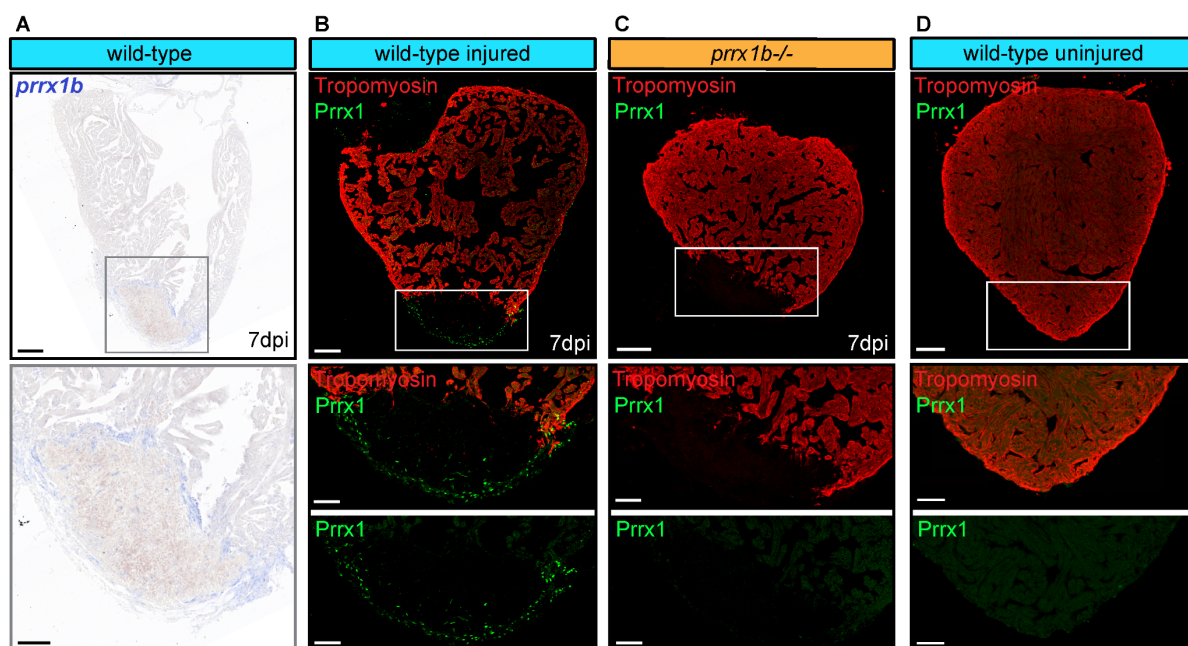

**Fig. S2. Injured zebrafish hearts express Prrx1 in cells surrounding the injury area, which is severely reduced in the *prrx1b*<sup>-/-</sup> hearts.** (A) *in situ* hybridization for *prrx1b* on 7dpi wild-type hearts shows *prrx1b* mRNA surrounding and within the injury area. (B-D) Immunofluorescent staining of tropomyosin staining CM nuclei (red) and Prrx1 protein (green) in (B) injured wild-type hearts at 7dpi, (C) injured *prrx1b*<sup>-/-</sup> hearts at 7 dpi and (D) uninjured wildtype hearts. Scale bars represent 100 $\mu\text{m}$  in the overview images and 50 $\mu\text{m}$  in the zoom-ins. Hearts analyzed per condition: 3.

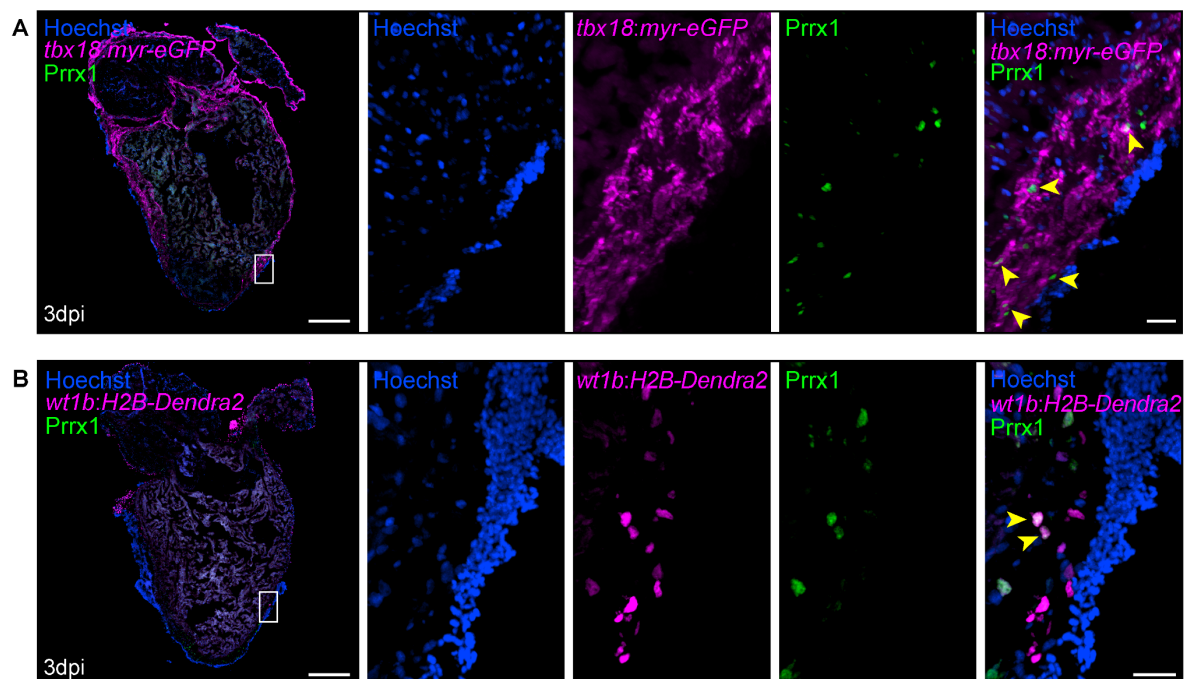

**Fig. S3. Prrx1 is expressed in *tbx18*<sup>+</sup> and *wt1b*<sup>+</sup> epicardial cells.** (A) Immunofluorescent staining on a 3dpi Tg(*tbx18:myr-eGFP*) heart, staining Hoechst, *tbx18:myr-eGFP* (membrane) and Prrx1 (nuclei). Arrowheads indicate double positive cells. (B) Immunofluorescent staining on a 3dpi Tg(*wt1b:H2B-Dendra2*) heart, staining Hoechst, *wt1b:H2B-Dendra2* (nuclei) and Prrx1 (nuclei). Arrowheads indicate double positive cells. Scale bars in the overview images represent 100um and in the zoom ins 20um.

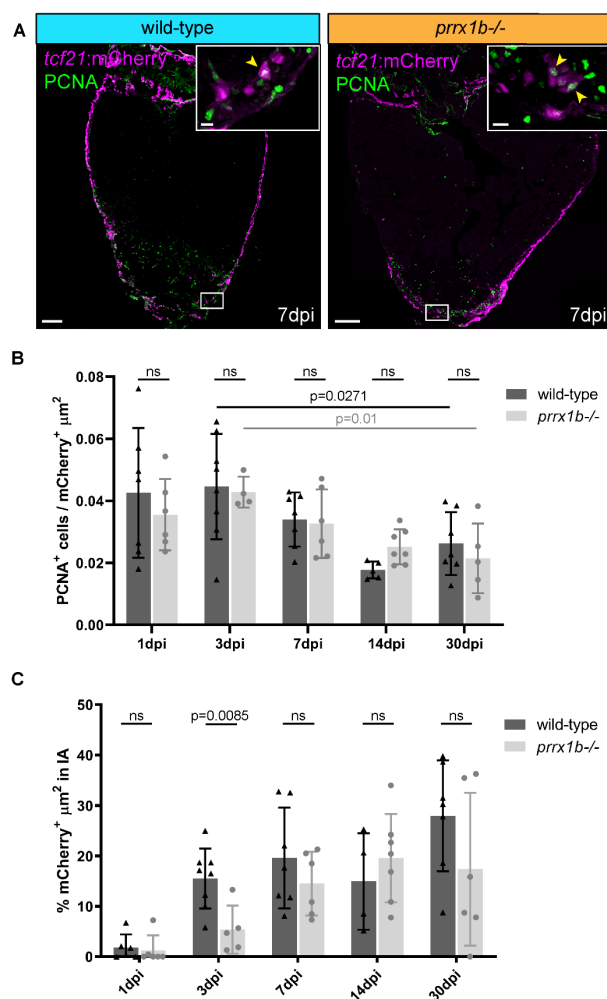

**Fig. S4. Quantification of invasion and proliferation of *tcf21:mCherry*<sup>+</sup> cells at 1, 3, 7, 14 and 30dpi in wild-type and *prrx1b*<sup>-/-</sup> hearts.** (A) Immunofluorescent staining showing PCNA (green) and *tcf21:mCherry* (magenta) in wild-type sibling and *prrx1b*<sup>-/-</sup> hearts at 7dpi. Scalebar = 100μm, scale bar in zoom in = 10μm. (B) Proliferation of *tcf21:mCherry*<sup>+</sup> cells quantified as amount of PCNA<sup>+</sup> cells per total μm<sup>2</sup> of *tcf21:mCherry*<sup>+</sup> tissue surface in the ventricle at 1, 3, 7, 14 and 30dpi. (mean±s.d., wild-type 3dpi vs wild-type 30dpi p=0.0271, *prrx1b*<sup>-/-</sup> 3dpi vs *prrx1b*<sup>-/-</sup> 30dpi p=0.01, ns= not significant, unpaired t-test). (C) Percentage of the total injury *tcf21:mCherry*<sup>+</sup> μm<sup>2</sup> found inside the injury area at 1, 3, 7, 14 and 30dpi. (mean±s.d., wild-type 3dpi vs *prrx1b*<sup>-/-</sup> 3dpi p=0.0085, ns=not significant, unpaired t-test). IA = injury area.

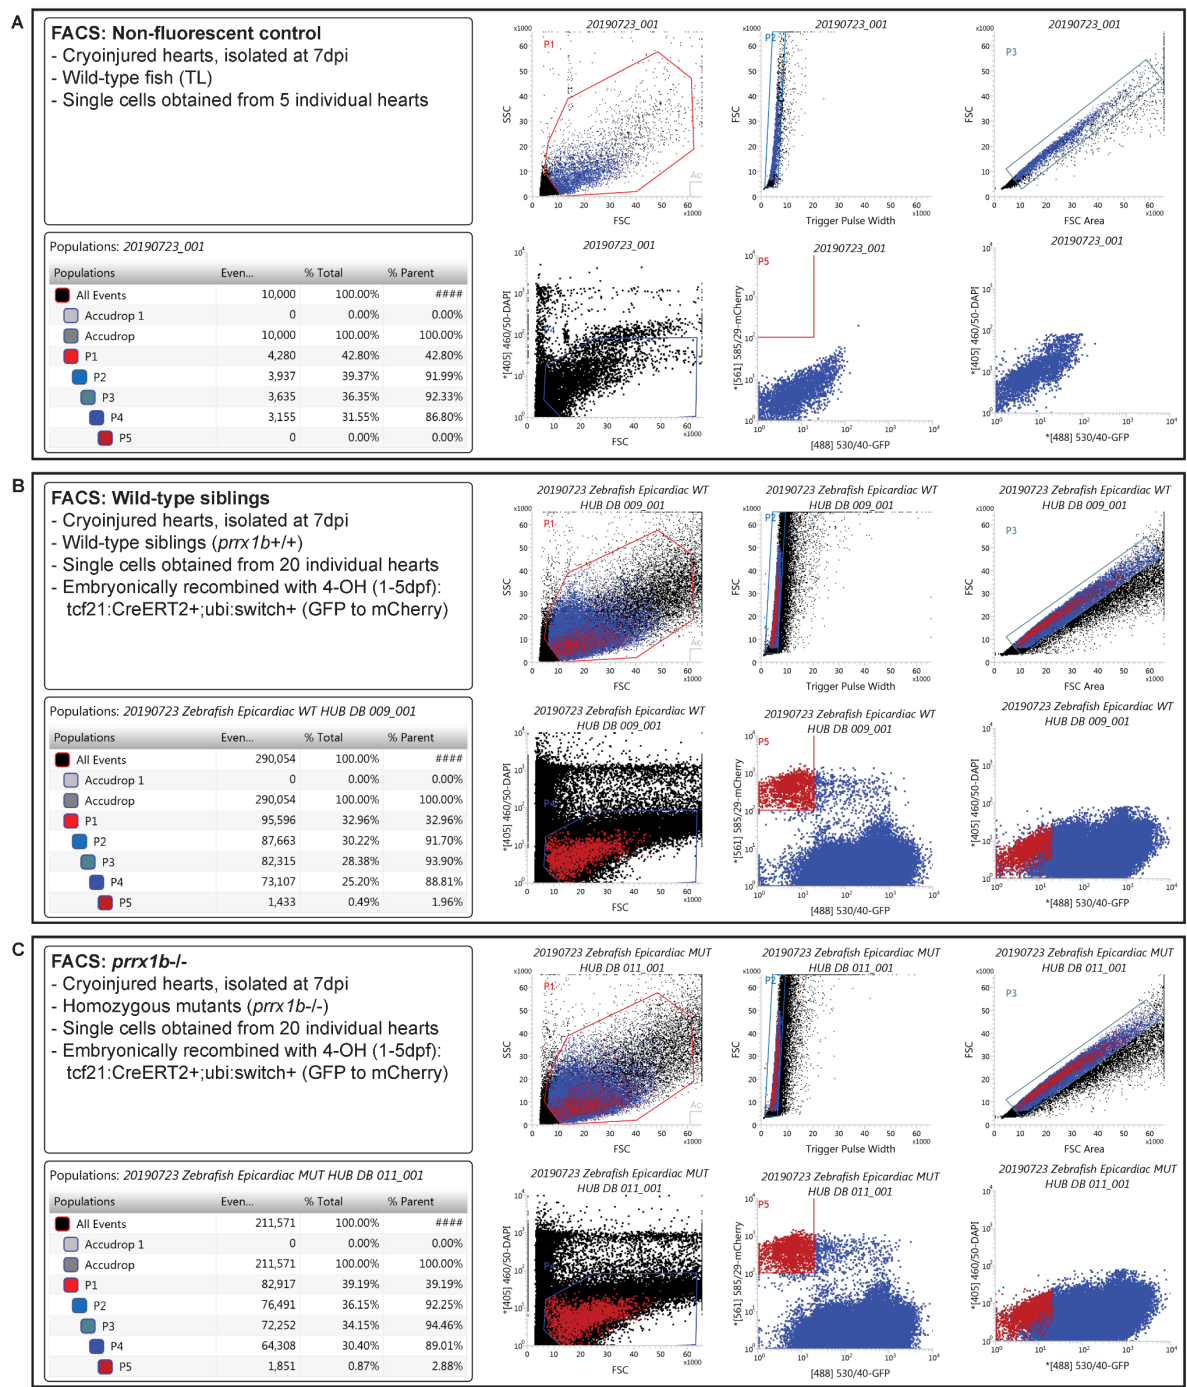

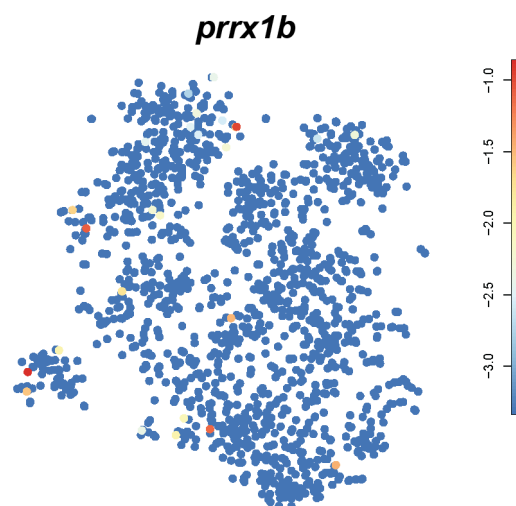

**Fig. S6. *prrx1b* read counts.** tSNE map visualizing log2-transformed read-counts for *prrx1b* based on our scRNA sequencing of *tcf21:mCherry*<sup>+</sup> cells.

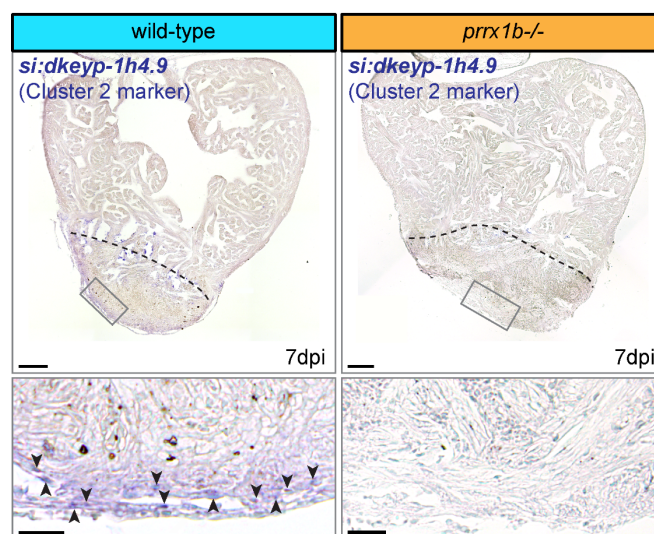

**Fig. S7. *prrx1b*<sup>-/-</sup> hearts show a strong reduction of *si:dkeyp-1h4.9* expression.** (A,B) *In situ* hybridization for the cluster 2 gene *si:dkeyp-1h4.9* in either wild-type or *prrx1b*<sup>-/-</sup> hearts at 7dpi. Arrowheads point to cells with high expression. Scale bars represent 100µm in the overview images and 25µm in the zoom-in. Hearts analysed per condition: 3

**Table S1.** Differentially expressed genes for scRNAseq cluster identification

[Click here to download Table S1](#)

**Table S2.** Differentially expressed genes in multiple scRNAseq clusters

[Click here to download Table S2](#)

**Table S3.** Gene Ontologies for differentially expressed genes in multiple scRNAseq clusters

[Click here to download Table S3](#)

How the deposited data were processed for this re-analysis (not part of the article)

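The re-analysis covers the scRNAseq experiment of Fig. 3 and Fig. 4, in which tcf21:mCherry-positive cells were sorted from hearts at 7 dpi. It consists of 4 plates of 384 wells, 2 with wild-type and 2 with *prrx1b*-/- cells. Experiments of the paper that used microscopy, in situ hybridization or qPCR were not analysed here. The authors sequenced CEL-Seq2 libraries as read pairs and mapped them to Zv9. For each gene and well, the authors deposited expected counts, which are the number of different molecular barcodes corrected for transcripts that drew the same barcode, rounded to 2 decimals and not scaled for depth. The correction was checked on every value and matched 6-base barcodes, whereas the methods name barcodes of 4 bases. Of all values, 72 exceed what 256 different barcodes of 4 bases could give. Filtering of reads and removal of amplified copies are part of the deposited values and were not repeated. The methods name 20 hearts per genotype and no separate hearts for each plate. The tests treat plates as the units, and a difference between the genotypes can also be one between the 2 sets of hearts or their sorting.

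Gene names came from a table that pairs gene IDs with symbols and, where a gene of the study was not found there, from the synonyms of a second table. Through these synonyms, *si:ch73-86n18.1* was matched to cldc1, *fosab* to FOS and *vmhc* to MYH7. Of the 20905 genes with a count, 16194 had a symbol. The remaining 4711 genes held 16.4% of the transcripts and are given by ID. Some symbols stand for more than 1 gene, among them PRRX1, FN1, GADD45B, HSPA4, PTX3, FSTL1 and ITGB1, and these genes are told apart by ID only. The gene *nrg1* had no match and was not analysed here.

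Wells with at least 1000 transcripts of genes other than spike-ins were taken as cells. Doublets were not looked for, because a single cell was sorted into each well. The share of transcripts on mitochondrially encoded genes was 2.19% and 2.78% in the wild-type plates and 2.32% and 2.37% in the mutant plates, and 3 cells had more than 30%. These cells were kept, and leaving them out was tried as an alternative. The share on ribosomal protein genes was 12.0% and 13.5% in the wild-type and 9.76% and 9.81% in the mutant plates.

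From the paper's description of its RaceID3 and StemID steps, clustering took the minimum of 1000, the 20 noisy genes left out, distances of 1 − Pearson correlation and the number of 10 clusters. The other settings were choices made here. Genes needed at least 5 transcripts in at least 5 cells. Spike-ins and mitochondrially encoded genes were left out, the 20 noisy genes were those with the largest excess of variance over a fit on the mean, and 1343 of 3612 genes lay above the fitted variance and were used. The noisy genes included the pericyte markers *acta2*, RGS5 and MYH11. They also included *hsp70l* and *si:dkeyp-1h4.9*, which the paper gives for cluster 2. Counts of each cell were rescaled to the smallest total, 1008, and cells were grouped by k-medoids (PAM). Cluster names were rebuilt from marker genes, as the paper's assignment of cells to clusters was not used here, so a difference from the paper in a cluster's cells can come from this step. A class needed at least 3 matched markers, and markers from the paper were joined by further ones for fibroblasts (*col1a1a*, *col1a2*, *col5a1*, *col12a1a*) and pericytes (*abcc9*, *pdgfrb*, *notch3*, *rgs5a*, *rgs5b*, *acta2*, *myh11a*, *tagln*). Among fibroblast-like clusters of at least 30 cells, the one with the highest mean z score of the cluster 3 genes of Fig. 4E was taken as the counterpart of cluster 3. Of the others, the one with the highest mean z score of the cluster 2 genes was taken as that of cluster 2. The marker lists were set in advance, whereas these rules for naming clusters and picking counterparts were set during the analysis.

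For each comparison, transcripts were summed per plate over the cells of a class and rounded. A sum needed at least 5 cells. Genes were kept by edgeR's filterByExpr, scaled by TMM and tested by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. The genotypes were compared over all cells and in the fibroblast-like, injury epicardium-like and remote epicardium-like cells. The difference of the genotype effect between fibroblast-like and injury epicardium-like cells was tested as an interaction. The cluster 3 counterpart was compared with the cluster 2 counterpart with the plate as a block. Shares of cells were compared by exact permutation over the 4 plates. Gene sets were tested with limma's camera on log CPM with a prior count of 2 and a preset correlation of 0.01, and with fry. The sets were the cluster 3 and cluster 2 genes of Fig. 4E, TGFβ ligands, collagen genes, ribosomal protein genes, stress genes, mitochondrially encoded genes and cell cycle genes. Marker lists for endothelial cells, cardiomyocytes, leukocytes and erythrocytes were used to look for other cell types. Lists of interferon-response and antigen presentation genes were added after the genes differing between the genotypes were seen. Genes named in the text are those that the paper names for this experiment, the markers and set members, and, for each comparison of genotypes, up to 5 higher and 5 lower genes with the largest log2 fold change among those called and with both mutant plates on the same side of both wild-type plates. Of the genes that the paper names, 1 is not reported here.

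Alternatives for the gene tests were DESeq2, no scaling beyond the library size, the library size without ribosomal protein genes, every gene with at least 1 count, plates of the same number as a block, each plate left out, cells with at least 2000 transcripts, the number of different barcodes without the correction, and cells thinned to 1000 transcripts. With 1 plate left out, the lone plate of that genotype is assumed to vary like the others. Alternatives for the clusters were k = 8 and k = 12, Leiden clustering on log counts with 2000 variable genes, 20 principal components and 15 neighbours at resolution 1, ribosomal protein and stress genes left out, the genes differing between the genotypes left out, cells with at least 2000 transcripts, and cells thinned to 1000 transcripts. Other splits of the plates were not counted, since 2 plates against 2 allow too few.

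The tests were tested on simulated data, in which counts were drawn with the depth and spread of these plates and some genes were changed by a known factor. Over all cells, edgeR recovered 83% of 194 changed genes and 96.9% of those changed 4-fold, with 11 false calls among 172, and DESeq2 recovered 61.9% without a false call. In the fibroblast-like cells edgeR recovered 67.8% with 9 false calls among 131, and for the interaction it recovered 28.4%. A shift of 0.5 in the log2 level of the collagen genes was also tried. Over all cells it gave an adjusted p of 8.96e-15 with limma's camera and of 0.0545 with limma's fry. Fry gave the same adjusted p to the cluster 3 genes. These include COL11A1, *col11a1b* and *col6a1*, so this set was shifted in part. For the fibroblast-like cells the shift gave an adjusted p of 6.74e-09 with limma's camera and 0.103 with limma's fry. Fry therefore missed this shift in both. Neither test called a set other than the collagen genes. Genes were drawn independently of each other, so the simulation does not check the preset correlation of camera.

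Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and cluster 2.1.8.1.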

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

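The lists of interferon-response and antigen presentation genes were chosen only after the genes differing between the genotypes were seen, so all tests on them in this part were chosen after the result, although what each explanation predicts was written down before its value was computed.

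The main text of the paper does not discuss genes of the interferon response or of antigen presentation, and its supplementary tables were not used here. Over all cells, 35 of 40 interferon-response genes were lower in the mutant plates, with a median log2 fold change of −0.656 (limma's fry, adjusted p = 0.018), and 23 of 26 antigen presentation genes, with a median of −0.820 (limma's fry, adjusted p = 0.0084). The medians stay the same with the gene at 0 in the mutant plates set to its bound. In the fibroblast-like cells the medians were −0.90 and −0.74 (limma's fry, adjusted p = 0.0104 for each list). They were −0.73 and −0.32 in the injury epicardium-like cells (limma's fry, adjusted p = 0.0334 for each). In the remote epicardium-like cells they were −0.59 and −0.17 (limma's fry, adjusted p = 0.0723 and 0.192). In the same order of classes, limma's camera gave adjusted p values of 3.31e-09 and 2.01e-07, 0.000737 and 0.0724, and 0.000318 and 0.0123. Fry and camera therefore disagree on the antigen presentation genes in the injury epicardium-like cells and on both lists in the remote epicardium-like cells. Whether the change differs between these classes was tested for single genes only, where edgeR's interaction test of fibroblast-like against injury epicardium-like cells called 0 genes, with 348 at an unadjusted p under 0.05, and DESeq2 called 1. Of single genes, *ifi44a8* had 358 transcripts in the wild-type plates and 0 in the mutant plates over all cells, which makes it at least 156-fold lower against a floor of 3 counts over both mutant plates. For *mhc2dab*, 37 transcripts stood against 1, a ratio of 48.3 with a counting interval of 8.14 to 1960.

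For the lists as a whole, the tables argue against alleles of a few genes that are counted less well in the mutant hearts. Of the 66 list genes, 58 were lower, or 87.9% (95% interval 77.5 to 94.6%), and so were 40 of the 48 that edgeR did not call. The interval treats the genes as independent, and the lists were chosen after the result. For single genes nearly absent from the mutant plates, such as *ifi44a8* and *mhc2dab*, such alleles stay open. The tables also argue against the difference in depth between the genotypes. With every cell thinned to 1000 transcripts, the medians were −0.55 for both lists, the one nearer to 0 being −0.547 (16 interferon-response and 10 antigen presentation genes tested, with −0.84 and −0.44 for the same genes before thinning; limma's camera, adjusted p = 2.11e-07 and 0.00053).

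Leukocytes among the sorted wild-type cells may be a source of part of the signal and cannot be told apart from a change in the epicardial cells. Leaving aside *cd74a*, which is also on the list of antigen presentation genes, the summed CPM of the 5 leukocyte markers (MPEG1, *marco*, *ptprc*, CORO1A and LCP1) was 2.3 times as high in the wild-type as in the mutant plates. It was 49.8 and 13.7 CPM in the wild-type and 10.9 and 16.8 CPM in the mutant plates, so that only wild-type plate 1 stood out, whereas *cd74a* was at 133 and 78.9 against 13.0 and 9.84 CPM. The most abundant of the 5, MPEG1 (ENSDARG00000043093), had 22.3 and 12.9 CPM in the wild-type and 9.54 and 15.6 CPM in the mutant plates.

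It also stays open whether a small part of the wild-type cells carries the response. For the values in this paragraph, each cell was first thinned to 1000 transcripts. Over the cells of a plate, the numbers of list genes found from the lists correlated with r of 0.141 and 0.143 in the wild-type plates (permutation test over cells, one-sided p = 0.00494 and 0.00404), −0.0715 and 0.0884 in the mutant plates (p = 0.918 and 0.0443, same permutation test), and cells are not independent replicates. At least 1 interferon-response gene was found in 89.4% and 84.6% of the wild-type cells and in 80.9% and 82.5% of the mutant cells. With both lists taken together, the tenth of cells with most genes held 20.3% and 20.8% of the detections in the wild-type plates. In the mutant plates it held 18.4% and 19.3%.

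The methods name 20 hearts per genotype and no separate hearts for each plate, so the genotype and the set of hearts, with its sorting and the state of its fish, cannot be told apart. A biological effect of *prrx1b* on these genes stays among the open explanations and was not tested, since no second set of hearts per genotype is named.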

How the results depend on the processing

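The tests on the cluster highest in *si:dkeyp-1h4.9* and the gene set tests on thinned cells were chosen only after the result was seen. All other alternatives were set before the data were examined. Single genes named in the text were followed through 1067 values under alternatives, of which 875 kept their direction and their side of the threshold, 110 were weaker, 32 stronger and 50 had the other sign. For the gene sets, 109 of 139 values were the same, 11 weaker, 8 stronger and 11 in the other direction. Of 141 other values, 70 were the same and 71 moved. Where no reason is given below, the cause was not tested.

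Over all cells, edgeR called 109 genes, and it called 104 without scaling beyond the library size, 90 with ribosomal protein genes left out of the library size, 87 in cells with at least 2000 transcripts and 106 without the cells rich in mitochondrial transcripts. With DESeq2 there were 168 calls, 77 of them shared, and 50.6% were higher in the mutant, against 36.7% with edgeR. For the fibroblast-like cells, DESeq2 called 36 genes against 13 with edgeR, and all 13 were shared. In the injury epicardium-like cells, DESeq2 called 15 against 5 with edgeR, with 10 of 15 higher against 2 of 5, and in the remote epicardium-like cells 14 against 40, of which 12 were shared. The interaction test of these classes had 0 calls with edgeR and 1 with DESeq2. Without scaling beyond the library size, edgeR called 22 genes in the fibroblast-like cells, 6 of them higher against 2 of 13. With ribosomal protein genes left out of the library size, edgeR called 0 genes in the injury epicardium-like cells, with 336 at an unadjusted p under 0.05, where DESeq2 called 15 with its own scaling.

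With every gene of at least 1 count kept, edgeR called 523 genes over all cells, 150 in the fibroblast-like and 79 in the injury epicardium-like cells, and every call made with the filter in these was shared. In the remote epicardium-like cells 36 of 40 calls were shared, and between the fibroblast-like clusters 466 of 623. In the injury epicardium-like cells the median log2 fold change of all genes was then −0.19, and in the comparison of the fibroblast-like clusters 0.34, so values of genes with few counts are shifted there.

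Plates of the 2 genotypes share only a number. Over 4223 genes, the differences between plates 1 and 2 of the genotypes correlated with r = 0.00764. With plates of the same number as a replicate block, edgeR called 475 genes over all cells, 44 in the fibroblast-like, 61 in the injury epicardium-like and 113 in the remote epicardium-like cells, and all calls made without the block were shared. The interaction test stayed at 0 calls with edgeR, with 341 genes at an unadjusted p under 0.05.

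With 1 plate left out, edgeR called 117 to 368 genes over all cells, 85 to 174 in the fibroblast-like, 2 to 110 in the injury epicardium-like and 29 to 153 in the remote epicardium-like cells. Over all cells the count rose by more than 1.5 times without wild-type plate 1 (368) and without wild-type plate 2 (308). That of the fibroblast-like cells rose without each plate, to 174 and 85 without wild-type plates 1 and 2 and to 92 and 129 without mutant plates 1 and 2, and in every case the 13 genes were among the calls. In the injury epicardium-like cells there were 2 calls without wild-type plate 1, 110 without mutant plate 1 and 84 without mutant plate 2. In the remote epicardium-like cells there were 153 and 74 without wild-type plates 1 and 2. The counts depend on which plates set the spread, since 3 plates leave only 1 genotype with replicates. Between the fibroblast-like clusters, 361 to 536 genes were called by edgeR, against 623 with all plates, the 361 being without mutant plate 2.

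Depth limits the number of genes that can be tested. With each cell thinned to 1000 transcripts before summing, 4261 genes were tested over all cells, against 11191 before. There edgeR called 43 genes, 32 of them shared, and in the fibroblast-like cells 8 of 1128, with 3 shared. In the injury and remote epicardium-like cells edgeR called 12 each, with 2 and 9 shared. In cells with at least 2000 transcripts, edgeR called 8 genes in the injury and 18 in the remote epicardium-like cells, with 5 and 18 shared. The share of cells with an epicardial marker was 51.68% in thinned cells and 89.8% in cells with at least 2000 transcripts, against 87.3%, and 87.02% to 87.78% with 1 plate left out. The number of cells analysed was 1470 with a minimum of 500 transcripts, 1366 with 2000 and 1508 with spike-ins counted, against 1453.

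Among fibroblast-like cells, edgeR called 37 genes with 12 clusters, 42 with Leiden clustering (6 shared), 50 with ribosomal protein and stress genes left out (5 shared), 68 with the genes differing between the genotypes left out, 43 with clusters of cells with at least 2000 transcripts and 62 with clusters of thinned cells (6 shared). Between the counterparts of clusters 2 and 3, edgeR called 399 genes with 12 clusters, 1032 with Leiden clustering, 20 with clusters of thinned cells and 325 when clusters came from a part of each cell's transcripts and the test from the others, where 1553 genes were tested. With ribosomal protein and stress genes left out, there was no counterpart and so no value. The wild-type share of the cluster 2 counterpart was 60.18% with Leiden clustering and 20.0% to 72.5% with 1 plate left out, against 42.03%, being 20.0% without wild-type plate 2 and 72.5% without mutant plate 2. That of the cluster 3 counterpart was 46% with Leiden clustering, 46.59% with thinned cells (a tied choice) and 30.0% to 75.44% with 1 plate left out, against 60.56%, being 30.0% without wild-type plate 2 and 75.44% without either mutant plate. Leaving out a whole plate removes its cells from these shares, so part of this range comes from the construction. The wild-type share of the cluster highest in *si:dkeyp-1h4.9*, which was chosen after the result was seen, was 43.06% with Leiden clustering, 89.17% with cells of at least 2000 transcripts, 81.51% with thinned cells and 88.19% with clusters from a part of the transcripts, against 71.2%. The difference between the genotypes in the share of fibroblast-like cells per plate was −1.6 percentage points and changed its sign with 1 plate left out, to 4.2 without wild type replicate 2 and 5.4 without mutant replicate 1.

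Reversals of a value called in either setting appeared only between the counterparts of clusters 2 and 3. Of the 623 genes called by edgeR there, 95 had the other sign with Leiden clustering, 17 with clusters of cells with at least 2000 transcripts, 13 with 8 clusters, 4 with the genes differing between the genotypes left out and 2 in the test on separate transcripts. Of the genes named in the text, TGFB2 rose with Leiden clustering to 1.48 and COL4A1 to 0.44 on the log2 scale. TGFB3 was at −0.37 with 8 clusters and at −0.17 with clusters of cells with at least 2000 transcripts. In both settings the cluster 2 counterpart was a cluster led by HBE1 and *ifi44a8* (136 and 158 cells). Under the main settings it was led by *mgp* and MYOC, so the values from these settings compare other cells. With clusters of thinned cells, 467 of the 623 genes had the other sign, and the values were −1.68 for COL11A1, −0.99 for *col11a1b*, −0.70 for LOXL2, 0.082 for *foxo3b*, 0.38 and 0.49 for the GADD45B genes ENSDARG00000013576 and ENSDARG00000027744, 0.046 for HSPA4 (ENSDARG00000004754), 0.71 and −0.22 for the FN1 genes ENSDARG00000006526 and ENSDARG00000019815, −0.64 for COL1A2, −0.49 for COL5A1 and 0.41 for COL4A1. These reversals with thinned cells follow from the choice of counterparts. The 2 candidate clusters tied on the cluster 3 genes, with a mean z score of 0 each, so the first in order was taken. The one led by COL11A1 and *col11a1b*, which lead the cluster 3 counterpart under the main settings, became the cluster 2 counterpart. They therefore do not bear on how stable the comparison is. For the other reversals the cause was not tested.

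Other values changed their sign on the log2 scale without being called in either setting. Over all cells, the PRRX1 gene ENSDARG00000033971 (−0.014) was at 0.020 with every gene of at least 1 count, at 0.288 in thinned cells and at −0.278 to 0.213 with 1 plate left out, with 0.056 without wild-type plate 2. The gene *tgfb1a* (0.27) was there at −0.051 without wild-type plate 1 and at 0.677 without wild-type plate 2, where it was called. In the fibroblast-like cells, *tgfb1a* (−0.17) was at 0.129 with 12 clusters, 0.370 with Leiden clustering, 0.083 with ribosomal protein and stress genes left out, 0.250 with clusters of thinned cells and −0.511 to 0.299 with 1 plate left out. TGFB2 (−0.086) was there at 0.221 with Leiden clustering, 0.057 with ribosomal protein and stress genes left out and 0.218 with clusters of thinned cells, TGFB3 (0.23) at −0.471 in cells thinned before summing, and COL11A1 (0.20) at −0.303 with ribosomal protein and stress genes left out, −0.044 with the genes differing between the genotypes left out and −0.161 to 0.741 with 1 plate left out.

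Between the counterparts, *tgfb1a* (0.23) was at −0.053 with clusters of cells with at least 2000 transcripts and −0.077 in the test on separate transcripts. TGFB2 (−0.11) was at 0.079 with every gene of at least 1 count, 0.213 with 12 clusters, 0.001 with the genes differing between the genotypes left out, 0.141 with clusters of cells with at least 2000 transcripts and −0.248 to 0.092 with 1 plate left out. The gene *loxl2a* (0.37) was at −0.245 with 8 clusters, −0.044 with 12, −0.122 with clusters of cells with at least 2000 transcripts and −0.045 with those of thinned cells. ITGB1 (ENSDARG00000071863; −0.35) was at 0.131, 0.001 and 0.011 with Leiden clustering and clusters of cells with at least 2000 transcripts and of thinned cells, and HSPB1 (−0.22) at 0.155 in the test on separate transcripts. With clusters of thinned cells, *ccdc80* was at −0.261 and *col6a1* at −0.235, where the choice was tied.

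Of the gene sets, limma's camera called 2 over all cells and 2 in the fibroblast-like cells, and fry called 0 in each. With ribosomal protein genes left out of the library size and of the sets, camera called 1 in each, as their own set then had no test. With 1 plate left out, camera called 1 to 5 sets over all cells, with 5 without wild-type plate 2, 1 without wild-type plate 1 and 1 without mutant plate 2. For the fibroblast-like cells it called 1 to 4, with 4 without wild-type plate 1 and 1 without wild-type plate 2 or mutant plate 2. With every gene of at least 1 count it called 1 in the fibroblast-like cells, and over all thinned cells it called 1, a test chosen after the result was seen. With plates of the same number as a block it called 3 in the fibroblast-like cells.

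Some sets changed direction without being called. Over all cells, the cluster 2 genes did so with limma's fry (adjusted p = 0.775), in thinned cells (limma's camera, adjusted p = 0.766) and without wild-type plate 2 or mutant plate 2, with 0.346 to 0.991 over the plates left out. The stress genes did so there in thinned cells (limma's camera, adjusted p = 0.79) and without wild-type plate 2, with 0.0606 to 0.747 over the plates left out, and the mitochondrially encoded genes without wild-type plate 2 (0.945), with 0.0649 as the lowest value. Among fibroblast-like cells, the collagen genes did so with every gene of at least 1 count (limma's camera, adjusted p = 0.53) and without wild-type plate 2 or mutant plate 1, with 0.553 to 0.923 over the plates left out. The mitochondrially encoded genes did so without wild-type plate 2, with 0.00617 to 0.737 over the plates left out, and were called without wild-type plate 1.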

Differences from the paper's values

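The comparison with the cluster highest in *si:dkeyp-1h4.9* was chosen only after its values were seen. The rules for naming clusters and picking counterparts were set during the analysis.

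The clusters of the re-analysis are not those of the paper, and their counterparts were picked by marker genes. The paper's value for the wild-type share of cluster 2 is 89%, whereas the counterpart had 42.03%. Of the alternatives set before the data were examined, leaving out mutant replicate 2 (72.5%) and Leiden clustering (60.18%) came within 1.5 times of the paper's value, and leaving out each other plate, 8 or 12 clusters, the genes differing between the genotypes left out, cells with at least 2000 transcripts and thinned cells did not. The paper's value for the mutant share of cluster 2 is 11%, against 57.97% here, and none of these alternatives came within 1.5 times of it, the nearest being 27.5% without mutant replicate 2. In cluster 3, the paper's wild-type share is 29%, against 60.56% in the counterpart. Leaving out wild type replicate 2 gave 30%, and every other alternative stayed more than 1.5 times apart. The paper's mutant share of cluster 3 is 71%, against 39.44% here. Leaving out wild type replicate 1 (47.46%) or wild type replicate 2 (70%), Leiden clustering (54%) and thinned cells (53.41%), where the choice of counterparts was tied, came within 1.5 times of it, and leaving out either mutant plate, 8 or 12 clusters, the genes differing between the genotypes left out and cells with at least 2000 transcripts did not. Leaving out a plate removes cells of only 1 genotype from every cluster, so it moves these shares in any cluster and the values without a plate do not bear on those of the paper. With ribosomal protein and stress genes left out, there was only 1 fibroblast-like cluster and no counterpart.

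The cluster highest in *si:dkeyp-1h4.9*, the marker that the paper shows for cluster 2, reached the paper's share with cells of at least 2000 transcripts (89.17%) and with clusters made from a part of each cell's transcripts (88.19%), but this cluster was chosen after seeing the values and carried the markers of the injury epicardium rather than of fibroblasts. It held 71.2% wild-type cells under the main settings and 43.06% with Leiden clustering.

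For the injury epicardium, the paper's wild-type share is about 41% in Fig. 4D, read by eye, against 71.2% in the cluster of 184 cells. With 8 clusters (71.2%) and 12 clusters (82.08%) the values stayed apart. Leiden clustering (47.97%), ribosomal protein and stress genes left out (48.08%), the genes differing between the genotypes left out (52.67%), cells with at least 2000 transcripts (57.86%) and thinned cells (36.2%) came within 1.5 times or within the counting interval.

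The paper lists *tgfb1a* and *tgfb2* among the genes enriched in cluster 3 over cluster 2. In the counterparts they differed by 0.23 and −0.11 on the log2 scale and were not called by edgeR, and of the alternatives only Leiden clustering called them, at 2.26 and 1.48. Of the genes that the paper lists for cluster 3, 9 of 11 were higher in its counterpart and 5 of these were called, and of those listed for cluster 2, 9 of 10 were lower and 7 of these were called. Since the counterparts were picked by these genes, their direction is not independent of the choice. Among the others, *ccdc80* was called with Leiden clustering, with 8 clusters, with the genes differing between the genotypes left out and in the test on separate transcripts, *col6a1* and *phactr4a* with Leiden clustering and with the genes differing between the genotypes left out, and HSPB1 with Leiden clustering, each in the direction of the paper. No alternative called *loxl2a* or ITGB1 in this comparison. HSPA4 (ENSDARG00000018989), a gene of the cluster 2 list, was higher in the cluster 3 counterpart by 0.97 and was called under no alternative. The paper states that *fn1a* and various collagens are raised in cluster 3. Of 17 collagen genes, 14 were higher in the cluster 3 counterpart, but the more abundant FN1 gene was lower, by −2.61, and the other one higher, by 1.91. Which of them is *fn1a* could not be read from the name table. Only if it is the more abundant gene does its direction differ from the paper. Thinning the cells before clustering gave 0.71 for the more abundant FN1 gene, but with a tied choice of counterparts.

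The paper proposes that mutant hearts hold more fibroblasts of the cluster 3 kind. Besides the cell shares, it rests this on in situ hybridization for *tgfb1a* and *col11a1b* and on collagen staining, which were not analysed here. The cluster 3 counterpart held 3.83% of the cells of each mutant plate, against 3.36% and 8.52% of the wild-type plates. With Leiden clustering the means lay the other way, with 11.7% and 10.4% of the mutant plates against 6.44% and 12.6% of the wild-type plates.

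The paper finds *postnb* and *fn1a* highest in its fibroblast clusters. POSTN was highest in the fibroblast-like cluster of 132 cells, with 39.6 CPM, but was also at 35.3 CPM in the unnamed cluster of 200 cells, above the other fibroblast-like clusters. The more abundant FN1 gene was highest in 1 fibroblast-like cluster and lowest of all in another. The other FN1 gene was highest in 1 fibroblast-like cluster, but lower in another than in the unnamed clusters. Which of them is *fn1a* stays open. The paper places *kcnj8* and *notch1b* in a cluster of pericytes. Here, KCNJ8 was highest in the unnamed cluster of 324 cells and NOTCH1 in a remote epicardium-like cluster, and a pericyte-like cluster appeared only with Leiden clustering (96 cells), with ribosomal protein and stress genes left out (210 cells) and with thinned cells (130 cells).

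The paper reports no clustering by plate. The 10 clusters here held cells of all plates, but with ribosomal protein and stress genes left out, 97 of the 118 cells of 1 cluster came from wild-type plate 1. The paper gives a shorter molecular barcode than the 6 bases that the deposited values match.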

Other observations

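The tests on the cluster highest in *si:dkeyp-1h4.9*, with the prediction for it, and the 6 transcripts without a symbol were chosen only after the result was seen.

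Of the genes differing between the genotypes, the following had the largest log2 fold change among those called by edgeR and with both mutant plates on the same side of both wild-type plates. Over all cells, the largest increases in the mutant plates were in AHSA1 (log2 fold change 2.30), FADS3 (1.76), CH25H (1.59), SERPINB1 (1.43) and *hcn2b* (1.34). Besides the interferon-response and antigen presentation genes given above, ENSDARG00000092222 had 46 transcripts in the wild-type plates and 0 in the mutant plates, at least 20-fold lower, and *slc3a2a* 37 and 0, at least 16.1-fold lower, each against a floor of 3 counts. For *si:ch211-217k17.11*, 122 transcripts stood against 2, a ratio of 79.6 with a counting interval of 21.6 to 665. AHSA1 was called by edgeR with an adjusted p of 0.000942 and in 13 of 13 alternatives.

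Within the fibroblast-like cells, ENSDARG00000021013 (2.06) and PFKFB3 (1.83) were higher and ENSDARG00000010729 (−4.83), *ifi44a1* (−4.65) and SAA2 (−3.82) lower. There, *ifi44a8* had 227 transcripts in the wild-type and 0 in the mutant plates, at least 77-fold lower, and *si:ch211-217k17.11* 82 and 0. All 13 genes called there were also called over all cells. In the injury epicardium-like cells, 2 genes were called higher and 3 lower of 3426 tested, which were ENSDARG00000053227 (2.40), *c7b* (1.97), *si:dkey-238c7.13* (−4.77), *ifi27.2* (−3.13) and ENSDARG00000085168 (−1.89; edgeR, adjusted p = 0.0359 for each). In the remote epicardium-like cells, 12 genes were called higher and 28 lower of 4292. The largest changes were in AHSA1 (3.10), SERPINB1 (2.09), *zgc:113314* (1.84), *loxl2a* (1.26) and ENSDARG00000039232 (1.13), and in *si:dkey-238c7.13* (−5.96), *ifi27.2* (−3.74), ADM (−3.19), ENSDARG00000010729 (−3.12) and *cd74b* (−2.81). Of the calls, 3 of 5 and 23 of 40 were also made over all cells.

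Ribosomal protein genes were lower in the mutant plates over all cells, 71 of 74 of them, with a median log2 fold change of −0.38 (limma's camera, adjusted p = 1.99e-13; limma's fry, 0.484). The median was −0.51 in the fibroblast-like cells (limma's camera, adjusted p = 3.7e-16; limma's fry, 0.202), −0.36 in the injury epicardium-like cells (limma's camera, adjusted p = 1.48e-06; limma's fry, 0.587) and −0.34 in the remote epicardium-like cells (limma's camera, adjusted p = 2.52e-09; limma's fry, 0.418). Camera takes a preset correlation of 0.01 between genes of a set, and ribosomal protein genes can vary together more than that. A difference in depth was tested as the source. Among cells with 5000 to 10000 transcripts, ribosomal protein genes took 12.4% and 14.1% of the transcripts in the wild-type and 9.62% and 9.74% in the mutant plates. The difference of −3.54 percentage points, against −2.8 over all cells, argues against depth. The set of hearts and the genotype cannot be told apart here, and a biological effect was not tested.

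Of the other sets over all cells, limma's camera gave adjusted p values of 0.129 for the TGFβ ligands (4 of 4 higher, median 0.26), 0.129 for the collagen genes (16 of 24 higher, median 0.13), 0.129 for the cell cycle genes (5 of 8 higher, median 0.16), 0.306 for the stress genes (median 0.06) and 0.306 for the mitochondrially encoded genes (median −0.17). For the cluster 2 genes of Fig. 4E the adjusted p was 0.806 with limma's camera, 8 of 10 were higher and the median was 0.08, but the mean was −0.17 and fry gave the other direction. Without wild-type plate 2, limma's camera gave 0.00559 for the collagen genes and 0.016 for the TGFβ ligands as adjusted p. In the fibroblast-like cells, stress genes were higher in the mutant plates, 27 of 36 with a median of 0.26 (limma's camera, adjusted p = 0.0107; limma's fry, 0.551), but without wild-type plate 2 or mutant plate 2 limma's camera gave an adjusted p of 0.337 and 0.368. For the cell cycle genes, limma's camera gave an adjusted p of 0.00312 without wild-type plate 1 and 0.0129 without mutant plate 1 there, and over all cells 0.0172 without wild-type plate 2 and 0.0321 without mutant plate 1. With all plates, limma's camera gave the cell cycle genes in the fibroblast-like cells an adjusted p of 0.087 (5 of 5 lower, median −0.64). With plates of the same number as a block it was 0.0349. The other adjusted p values in the fibroblast-like cells with limma's camera were 0.211 for the cluster 3 genes (median 0.22), 0.292 for the cluster 2 genes (median 0.33, mean −0.03), 0.292 for the mitochondrially encoded genes (median −0.24), 0.536 for the TGFβ ligands (median 0.07) and 0.821 for the collagen genes (10 of 20 higher). In the remote epicardium-like cells, mitochondrially encoded genes were lower by a median of −0.48 (limma's camera, adjusted p = 0.014; limma's fry, 0.522).

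The cluster 3 genes of Fig. 4E were higher in the mutant plates over all cells, and another mix of cell classes was tested as the source. With the same mix of clusters in every plate, the median log2 ratio over 13 genes was 0.315, against 0.255 before, and 12 genes were higher, against 11. This argues against another mix of these 10 clusters as the source. Another mix of cells within a cluster is not removed and stays open. The first value weights cells by their transcripts and the second weights clusters by their cells, so their difference is not one of mix alone. Genotype and set of hearts cannot be told apart in this result, and no biological explanation was tested.

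An abundant transcript without a symbol, ENSDARG00000070212, was at 12850 and 4411 CPM in the wild-type and at 2540 and 1695 CPM in the mutant plates. With 5 others, all chosen after their values were seen, it took 2.27% and 0.809% of the transcripts of the wild-type and 0.444% and 0.285% of the mutant plates. The position of the wells was tested as the source. Between blocks of 96 wells, the mean share per cell differed at most 1.43-fold within a wild-type plate, and the lowest block of the wild-type plates, 0.686%, lay above the highest of the mutant plates, 0.373%, which argues against position. The wild-type plates also differ from each other, and no biological explanation was tested. When ribosomal protein and stress genes were left out of clustering, 1 cluster of 118 cells was led by MYL7 and such transcripts, and 97 of its cells came from wild-type plate 1.

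Clusters built from genes that differ between the genotypes were tested as the source of the large wild-type share of the cluster highest in *si:dkeyp-1h4.9*. Without these genes, the share was 74.75% (95% interval 65.0 to 82.9%), against 49.62% of all cells. This leaves the explanation open, because the cluster was still chosen by *si:dkeyp-1h4.9*. That gene is itself lower in the mutant plates (431 against 75.5 CPM), so the choice can favour wild-type cells. With Leiden clustering the share was 43.06%, below that of all cells, so the choice did not give a large wild-type share in every clustering. A biological effect was not tested.

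At least 1 transcript of 7 leukocyte genes, among them *cd74a*, was found in 21.3% and 16.2% of the wild-type cells and in 11.2% of the cells of each mutant plate. Without *cd74a*, their summed level was 49.8 and 13.7 CPM in the wild-type and 10.9 and 16.8 CPM in the mutant plates, so wild-type plate 2 was not above both mutant plates. The only gene of the erythrocyte list with a match was found in 1 of the 1453 cells. This does not exclude erythrocyte transcripts, since the haemoglobin gene HBE1, which is not on the list, led the fibroblast-like cluster of 132 cells with a log2 fold change of 3.17 over the other cells.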
